# The amino acid substitution affects cellular response to mistranslation

**DOI:** 10.1093/g3journal/jkab218

**Published:** 2021-06-26

**Authors:** Matthew D Berg, Yanrui Zhu, Bianca Y Ruiz, Raphaël Loll-Krippleber, Joshua Isaacson, Bryan-Joseph San Luis, Julie Genereaux, Charles Boone, Judit Villén, Grant W Brown, Christopher J Brandl

**Keywords:** mistranslation, tRNA variants, synthetic genetic array, *S. cerevisiae*, transcriptomics

## Abstract

Mistranslation, the misincorporation of an amino acid not specified by the “standard” genetic code, occurs in all organisms. tRNA variants that increase mistranslation arise spontaneously and engineered tRNAs can achieve mistranslation frequencies approaching 10% in yeast and bacteria. Interestingly, human genomes contain tRNA variants with the potential to mistranslate. Cells cope with increased mistranslation through multiple mechanisms, though high levels cause proteotoxic stress. The goal of this study was to compare the genetic interactions and the impact on transcriptome and cellular growth of two tRNA variants that mistranslate at a similar frequency but create different amino acid substitutions in *Saccharomyces cerevisiae.* One tRNA variant inserts alanine at proline codons whereas the other inserts serine for arginine. Both tRNAs decreased growth rate, with the effect being greater for arginine to serine than for proline to alanine. The tRNA that substituted serine for arginine resulted in a heat shock response. In contrast, heat shock response was minimal for proline to alanine substitution. Further demonstrating the significance of the amino acid substitution, transcriptome analysis identified unique up- and down-regulated genes in response to each mistranslating tRNA. Number and extent of negative synthetic genetic interactions also differed depending upon type of mistranslation. Based on the unique responses observed for these mistranslating tRNAs, we predict that the potential of mistranslation to exacerbate diseases caused by proteotoxic stress depends on the tRNA variant. Furthermore, based on their unique transcriptomes and genetic interactions, different naturally occurring mistranslating tRNAs have the potential to negatively influence specific diseases.

## Introduction

Mistranslation, the incorporation of an amino acid not specified by the “standard” genetic code, occurs with frequencies varying from 10^−2^ to 10^−5^, depending on the codon (reviewed in Joshi *et al.* 2019). Mistranslation increases in specific environmental conditions (reviewed in Mohler and Ibba 2017) and due to mutations in the translation machinery, including in tRNA encoding genes (reviewed in Berg and Brandl 2021). In particular, tRNA aminoacylation plays a key role in maintaining translation fidelity, since the ribosome validates the codon-anticodon pairing and not the amino acid (Chapeville *et al.* 1962; Ogle *et al.* 2002; Loveland *et al.* 2017). Aminoacyl-tRNA synthetases (aaRS) recognize their cognate tRNAs using structural elements and nucleotides within the tRNA called identity elements (Rich and RajBhandary 1976; de Duve 1988; Giegé *et al.* 1998). For many tRNAs, recognition is determined by the anticodon. This is not the case for tRNA^Ser^ and tRNA^Ala^ (Giegé *et al.* 1998). For tRNA^Ser^, the main identity element is the long variable arm positioned 3’ of the anticodon stem (Asahara *et al.* 1994; Biou *et al.* 1994; Himeno *et al.* 1997). Therefore, anticodon mutations in tRNA^Ser^ encoding genes lead to misincorporation of serine at nonserine codons (Geslain *et al.* 2010; Berg *et al.* 2017, 2019b; Zimmerman *et al.* 2018). The main identity element for tRNA^Ala^ is a G3: U70 base pair in the acceptor stem (Imura *et al.* 1969; Hou and Schimmel 1988, 1989). Addition of this element to nonalanine tRNAs results in misaminoacylation and mistranslation of alanine at nonalanine codons (McClain and Foss 1988; Francklyn and Schimmel 1989; Lant *et al.* 2018; Hoffman *et al.* 2017a).

Mutations in tRNAs that cause mistranslation arise spontaneously. Early studies identified extragenic suppressors that change the meaning of the genetic code (Crawford and Yanofsky 1959; Stadler and Yanofsky 1959; Yanofsky and Crawford 1959; Benzer and Champe 1962; Gorini and Beckwith 1966). These include tRNA variants that lead to glycine mistranslation at arginine or cysteine codons in *Escherichia coli* (Carbon *et al.* 1966; Gupta and Khorana 1966; Jones *et al.* 1966) and a tRNA^Tyr^ variant in yeast that suppresses stop codons (Goodman *et al.* 1977). Similar tRNA variants that likely mistranslate are found in human populations. In a sample of 84 individuals, we identified six variants that create G3: U70 base pairs in nonalanine tRNAs and 14 anticodon variants that alter tRNA decoding identity (Berg *et al.* 2019a).

Multiple copies of the tRNA genes and overlapping isoacceptors allow cells to tolerate the mistranslation caused by tRNA variants; for example, *Saccharomyces cerevisiae* contain approximately 275 tRNA encoding loci. In addition, cells have protein quality control mechanisms to cope with mismade proteins resulting from mistranslation. These include the ubiquitin-proteasome system, autophagy, induction of the heat shock and unfolded protein responses, and the organization of aggregates into inclusion bodies (reviewed in Hoffman *et al.* 2017b). When mistranslation reaches a threshold, protein quality control mechanisms no longer protect the cell. Ruan *et al.* (2008) demonstrated that *E. coli* tolerate mistranslation frequencies of approximately 10%. Our work suggests that yeast cells remain viable with mistranslation approaching 8% (Berg *et al.* 2019b). Based on the prevalence of naturally occurring tRNA variants that potentially mistranslate, we hypothesize that mistranslation in humans could modulate disease, especially diseases characterized by loss of proteostasis (see, for example, Lee *et al.* 2006; Liu *et al.* 2014; Lu *et al.* 2014 and reviewed in Lant *et al.* 2019).

The abundance of naturally occurring tRNA variation, the relationship between tRNA variation and mistranslation and the association of mistranslation with the disease led us to investigate the genetic interactions and the impact on the transcriptome and cellular growth of different mistranslating tRNA variants in yeast. Previously, we found that repression of yeast growth caused by tRNA^Ser^ variants that misincorporate serine at proline codons correlated with the frequency of mistranslation (Berg *et al.* 2019b). However, when investigating tRNAs that mistranslate serine at a range of nonserine codons, Zimmerman *et al.* (2018) found that decreased growth did not simply correlate with mistranslation frequency. In this study, we compare the impact of two tRNA variants that mistranslate at similar frequencies but substitute different amino acids. Because mistranslating tRNA variants that substitute different amino acids will impact a distinct subset of cellular proteins, we hypothesize that they will have different cellular consequences in addition to causing proteotoxic stress. Using variants that mistranslate either alanine at proline codons or serine at arginine codons, we find differences in growth rate, heat shock response, transcriptomes, and genetic interactions for each of the two tRNA variants. We suggest that the nature of the amino acid substitution is important in determining the impact of human tRNA variants on diseases caused by protein misfolding, and that different tRNA variants have the potential to negatively influence distinct diseases, aside from those characterized by protein misfolding.

## Materials and methods

### Yeast strains and growth

BY4741 (*MATa his3Δ0 leu2Δ0 met15Δ0 ura3Δ0*; Brachmann *et al.* 1998), BY4742 (*MATα his3Δ0 leu2Δ0 lys2Δ0 ura3Δ0*; Brachmann *et al.* 1998), and Y7092 (SGA starting strain, *MATα can1Δ::STE2pr-SpHIS5 lyp1Δ his3Δ1 leu2Δ0 ura3Δ0 met15Δ0*) strains are derivatives of S288c. Y7092 was a kind gift from Dr. Brenda Andrews (University of Toronto). Strains from the temperature sensitive collection are derived from the wild-type *MATa* haploid yeast strain BY4741 and described in Costanzo *et al.* (2016). Strains containing mistranslating tRNAs were made by integrating genes encoding ${\text{tRNA}}_{G3\text{:}U70}^{\text{Pro}}$ (CY8612) or ${\text{tRNA}}_{\text{UCU},G26A}^{\text{Ser}}$ (CY8614) into Y7092 at the *HO* locus using the constructs described below and selecting for the *natNT2* marker. The control strain (CY8611) was made by integrating only the *natNT2* marker at the *HO* locus. Transformants were selected on YPD media containing 100 µg/ml nourseothricin-dihydrogen sulfate (clonNAT) and integration was verified by PCR.

Yeast strains were grown in yeast peptone (YP) media containing 2% glucose (YPD) or synthetic media supplemented with nitrogenous bases and amino acids at 30°. Growth curves were generated by diluting saturated cultures to OD_600_ equal to 0.1 and incubating at 30°. Growth curves were performed either in YPD, YPD containing 4% ethanol, YP containing 2% galactose, synthetic complete (SC) media containing ammonium sulfate as the nitrogen source and either 2% glucose or 2% galactose as the carbon source, SC media containing monosodium glutamate as the nitrogen source and 2% glucose as the carbon source or minimal media containing ammonium sulfate as the nitrogen source, 2% glucose, adenine, histidine, leucine, tryptophan, lysine, and methionine. OD_600_ was measured every 15 minutes using a BioTek Epoch 2 microplate spectrophotometer for 24 hours. Doubling time was calculated using the R package “growthcurver” (Sprouffske and Wagner 2016).

### DNA constructs

Constructs to integrate mistranslating tRNAs at the *HO* locus were created using synthetic DNA containing 200 bp up and downstream of the *HO* translational start as previously described in Zhu *et al.* (2020; Supplementary Figure S1; Life Technologies). The construct was cloned into pGEM^®^-T Easy (Promega Corp.) as a *Not*I fragment to create pCB4386. The *natNT2* marker from pFA6-natNT2 was PCR amplified using primers UK9789/UK9790 (Supplementary Table S1) and cloned into pCB4386 as an *Eco*RI fragment to generate the control SGA integrating vector (pCB4394). The gene encoding ${\text{tRNA}}_{G3\text{:}U70}^{\text{Pro}}$ was moved as a *Hin*dIII fragment from pCB2948 (Hoffman *et al.* 2017a) into pCB4394 to create pCB4396. The gene encoding ${\text{tRNA}}_{\text{UCU},G26A}^{\text{Ser}}$ was PCR amplified from pCB4224 (Berg *et al.* 2019b) using primers UG5953/VB2609 and cloned as a *Hin*dIII fragment into pCB4394 to create pCB4398.

*URA3*-containing centromeric plasmids expressing tRNA^Ser^ (pCB3076), ${\text{tRNA}}_{G3\text{:}U70}^{\text{Pro}}$ (pCB2948), and ${\text{tRNA}}_{\text{UCU},G26A}^{\text{Ser}}$ (pCB4301) are described in Berg *et al.* (2017), Hoffman *et al.* (2017a), and Berg *et al.* (2019b), respectively. The centromeric plasmid containing HSE-eGFP was kindly provided by Onn Brandman (Stanford University; Brandman *et al.* 2012).

### Mass spectrometry

Liquid chromatography tandem mass spectrometry to identify mistranslation was performed on five biological replicates of the control strain (CY8611) and strains containing one of the mistranslating tRNAs (CY8612 or CY8614). Starter cultures of each strain were grown to saturation in YPD, diluted to an OD_600_ of 0.1 in the same media, and grown to an OD_600_ of ∼0.8 at 30°. Preparation of cell lysates, protein reduction, and alkylation were performed as described in Berg *et al.* (2019b). Robotic purification and digestion of proteins into peptides were performed on the KingFisher^TM^ Flex using LysC and the R2-P1 method as described in Leutert *et al.* (2019).

Peptides were analyzed on a hybrid quadrupole orbitrap mass spectrometer (Orbitrap Exploris 480; Thermo Fisher Scientific) equipped with an Easy1200 nanoLC system (Thermo Fisher Scientific). Peptide samples were resuspended in 4% acetonitrile, 3% formic acid and loaded onto a 100 μm ID × 3 cm precolumn packed with Reprosil C18 3 μm beads (Dr. Maisch GmbH), and separated by reverse‐phase chromatography on a 100 μm ID × 30 cm analytical column packed with Reprosil C18 1.9 μm beads (Dr. Maisch GmbH) housed into a column heater set at 50°.

Peptides were separated using a gradient of 5–30% acetonitrile in 0.125% formic acid at 400 nL/min over 95 minutes, with a total 120 minutes acquisition time. The mass spectrometer was operated in data-dependent acquisition mode with a defined cycle time of 3 seconds. For each cycle, one full mass spectrometry scan was acquired from 350 to 1200 m/z at 120,000 resolution with a fill target of 3E6 ions and automated calculation of injection time. The most abundant ions from the full MS scan were selected for fragmentation using 2 m/z precursor isolation window and beam‐type collisional‐activation dissociation (HCD) with 30% normalized collision energy. MS/MS spectra were acquired at 15,000 resolution by setting the AGC target to standard and injection time to automated mode. Fragmented precursors were dynamically excluded from selection for 60 seconds.

MS/MS spectra were searched against the *S. cerevisiae* protein sequence database (downloaded from the Saccharomyces Genome Database resource in 2014) using Comet (release 2015.01; Eng *et al.* 2013). The precursor mass tolerance was set to 50 ppm. Constant modification of cysteine carbamidomethylation (57.0215 Da) and variable modification of methionine oxidation (15.9949 Da) were used for all searches. Variable modification of proline to alanine (−26.0157 Da) or arginine to serine (−69.0691 Da) were used for the respective mistranslating tRNAs. A maximum of two of each variable modification were allowed per peptide. Search results were filtered to a 1% false discovery rate at the peptide spectrum match level using Percolator (Käll *et al.* 2007). The mistranslation frequency was calculated using the unique mistranslated peptides for which the nonmistranslated sibling peptide was also observed. The frequency is defined as the counts of mistranslated peptides, where alanine was inserted for proline or serine inserted for arginine, divided by the counts of all peptides containing proline or arginine, respectively, and expressed as a percentage.

### Synthetic genetic array analysis and validation

The synthetic genetic array (SGA) assay was performed as described by Tong *et al.* (2001) with minor modifications. Strains CY8611 (*HO::natMX*), CY8612 (*HO::${\text{tRNA}}_{G3\text{:}U70}^{\text{Pro}}$-natMX*), and CY8614 (*HO:: ${\text{tRNA}}_{\text{UCU},G26A}^{\text{Ser}}$-natMX*) were mated with a yeast temperature sensitive collection (Ben-Aroya *et al.* 2008; Li *et al.* 2011; Kofoed *et al.* 2015; Costanzo *et al.* 2016) in quadruplicate 1536 colony array format using a BioMatrix (S&P Robotics Inc.) automated pinning system. In this format, each allele of the temperature sensitive collection is present in biological quadruplicate on the plate. Double mutants were selected on YPD plates containing 200 mg/L G418 and 100 mg/L clonNAT. Diploids were sporulated on enriched sporulation media and *MATa* haploid double-mutants selected using standard SGA media. To identify genetic interactions, double mutants were pinned onto double mutant selection SGA medium and grown at 30° for 5 days. Images were taken every 24 hours to determine colony size computationally. SGATools (Wagih *et al.* 2013) was used to determine genetic interaction scores using a multiplicative model. Double mutant strains with average interaction score less than −0.2 and Benjamini-Hochberg corrected *P-*value less than 0.05 were considered as potential negative genetic interactions.

Double mutants that were identified as negative genetic interactions from the screen were validated by re-creating the double mutant strain, starting from the single mutant haploid strains, using the SGA approach. Double mutant strains were grown in liquid media to saturation, cell densities were normalized, and cultures were spotted on SGA media. The temperature sensitive mutant crossed with the control strain CY8611 and the mistranslating tRNA strain crossed with a control *his3*Δ strain were also spotted to determine fitness of the single mutants. Intensity of each spot was measured with ImageJ (Schneider *et al.* 2012). Expected double mutant growth was calculated based on the growth of the single mutants and compared to the experimental growth of the double mutant. Double mutants that grew more slowly than expected were considered validated negative genetic interactions. Raw and validated data can be found in Supplementary File S2.

### RNA preparation, sequencing, and analysis

Wild-type yeast strain BY4742 containing either an empty *URA3* plasmid (control), pCB2948 (${\text{tRNA}}_{G3\text{:}U70}^{\text{Pro}}$), or pCB4301 (${\text{tRNA}}_{\text{UCU},G26A}^{\text{Ser}}$) were grown to stationary phase in media lacking uracil. Strains were diluted in the same media to an OD_600_ of 5.0 × 10^−3^ and grown to a final OD_600_ of 2.0. Cells were harvested and RNA extracted with MasterPure^TM^ Yeast RNA Purification Kit (Epicentre). Samples were vacuum dried and sent to Genewiz (South Plainfield, NJ, USA) for total RNA sequencing.

Stranded Illumina TruSeq cDNA libraries with poly dT enrichment were prepared from high quality total RNA (RIN > 8). Libraries were sequenced on an Illumina HiSeq yielding between 30.2 and 39.5 million 150 bp paired-end reads per sample.

FASTQ files were analyzed using a customized bioinformatics workflow. Adapter sequences and low-quality bases were trimmed using the default settings of Trimmomatic (Bolger *et al.* 2014). Sequence quality was analyzed using FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/)(Last accessed October 1, 2020). Reads were aligned to the *S. cerevisiae* S288C reference genome (Engel *et al.* 2014; release R64-2-1_20150113) using STAR (Dobin *et al.* 2013). Only uniquely mapping reads were counted. Read counts for each gene were summarized using featureCounts (Liao *et al.* 2014). Differential expression analysis was performed using the DESeq2 R package (Love *et al.* 2014) with a Benjamini-Hochberg adjusted *P*-value cut off of ≤ 0.05. Analysis script can be found in Supplementary File S3. The data have been deposited in NCBI’s Gene Expression Omnibus (Edgar *et al.* 2002) and are accessible through GEO Series accession number GSE174145.

### GO term analysis and genetic interaction network creation

Gene ontology (GO) term analysis was performed using the GO term finder tool (http://go.princeton.edu/) using a *P*-value cut-off of 0.01 after applying Bonferroni correction. Terms were filtered with REVIGO (Supek *et al.* 2011). Networks were constructed using Cytoscape 3.7 (Shannon *et al.* 2003).

### Heat shock assay

Yeast strains containing the *HSE-GFP* reporter (Brandman *et al.* 2012) and a mistranslating tRNA variant were grown to stationary phase in medium lacking uracil and containing 0.6% casamino acids, diluted 1:100 in the same medium and grown for 18 hours at 30°. Cell densities were normalized to OD_600_ before measuring fluorescence with a BioTek Synergy H1 microplate reader at an emission wavelength of 528 nm. The mean relative fluorescence units were calculated from three technical replicates for each biological replicate.

## Results

### Mistranslation by ${\text{tRNA}}_{G3\text{:}U70}^{\text{Pro}}$ and ${\text{tRNA}}_{\text{UCU},G26A}^{\text{Ser}}$

Our goal was to compare the impact of two tRNA variants that mistranslate at a similar frequency, calculated from the ratio of mistranslated peptides to peptides containing the wild-type residue, but cause different amino acid substitutions. Previously, we have identified yeast tRNAs that mistranslate alanine or serine at different codons (Berg *et al.* 2017, 2019b; Hoffman *et al.* 2017a). Our quantification of their mistranslation frequencies using mass spectrometry led us to further analyze two tRNAs (Figure 1A). The first tRNA variant, ${\text{tRNA}}_{G3\text{:}U70}^{\text{Pro}}$, contains a G3: U70 base pair in the acceptor stem of a proline tRNA and mistranslates alanine at proline codons (Hoffman *et al*. 2017a). The second tRNA variant, ${\text{tRNA}}_{\text{UCU},G26A}^{\text{Ser}}$, is a serine tRNA with an arginine anticodon and a G26A secondary mutation to dampen tRNA function and mistranslates serine at arginine codons (Berg *et al.* 2017, 2019b). As one of the planned comparisons was an SGA analysis, we constructed strains where the gene encoding the tRNA variants was integrated into the genome at the *HO* locus and selected with a clonNAT resistance marker. A third strain was created as a control with the clonNAT resistance marker alone integrated at the *HO* locus.

**Figure 1:**
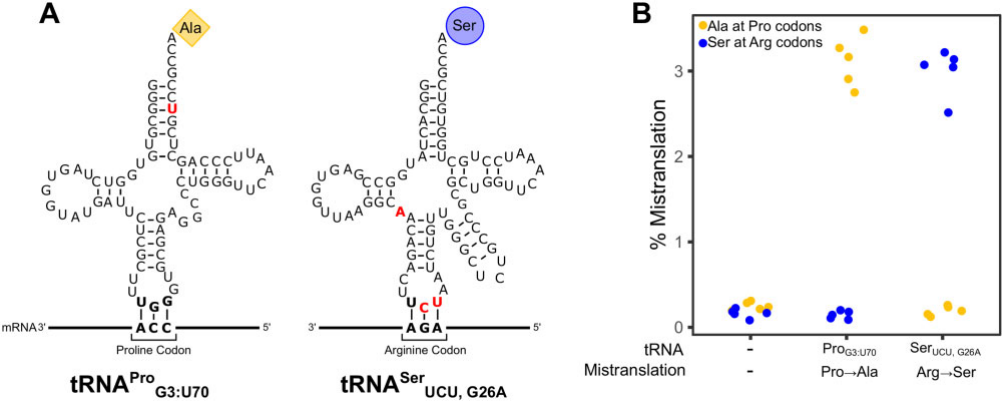
tRNA variants that mistranslate. (A) Secondary structure of ${\text{tRNA}}_{G3\text{:}U70}^{\text{Pro}}$, which mistranslates alanine at proline codons, and ${\text{tRNA}}_{\text{UCU},G26A}^{\text{Ser}}$, which mistranslates serine at arginine codons. Nucleotides colored in red denote differences compared to the wild-type tRNA^Pro^ or tRNA^Ser^, respectively. (B) Mass spectrometry analysis of the cellular proteome was performed on a control strain with no additional tRNAs (CY8611) or strains expressing mistranslating tRNA variants ${\text{tRNA}}_{G3\text{:}U70}^{\text{Pro}}$ (CY8612) or ${\text{tRNA}}_{\text{UCU},G26A}^{\text{Ser}}$ (CY8614). Each point represents one biological replicate. Each strain expressing a mistranslating tRNA had statistically higher frequency of mistranslation compared to the control strain (*P *≤* *0.05; Welch’s *t*-test).

Using mass spectrometry, we determined the frequency of mistranslation for each strain (Figure 1B; Supplementary Table S2). The frequency of proline to alanine mistranslation in the strain expressing ${\text{tRNA}}_{G3\text{:}U70}^{\text{Pro}}$ was 3.1%. Arginine to serine substitution in the strain expressing ${\text{tRNA}}_{\text{UCU},G26A}^{\text{Ser}}$ was a similar 3.0%. The corresponding substitutions occurred at a frequency of approximately 0.2% in the control strain. Based on the mistranslated peptides identified from the proteomic mass spectrometry analysis of the proteome, ${\text{tRNA}}_{G3\text{:}U70}^{\text{Pro}}$ predominantly mistranslated alanine at CCA proline codons, whereas ${\text{tRNA}}_{\text{UCU},G26A}^{\text{Ser}}$ decoded primarily AGA arginine codons (Supplementary Figure S2).

### Characterizing the impact of mistranslation on cellular phenotypes

We determined the effect of the two tRNAs on cell growth in liquid culture under various nutrient conditions: YP or SC media with glucose or galactose as the carbon source, YP with glucose containing 4% ethanol, SC with monosodium glutamate and glucose as the nitrogen and carbon sources, respectively, and minimal media containing ammonium sulfate as the nitrogen source, 2% glucose, adenine, histidine, leucine, lysine, and methionine. Both strains expressing mistranslating tRNAs grew slower than the control strain in all conditions (Figure 2A). These differences were statistically significant (*P *≤* *0.05; Welch’s *t*-test) with the exception of the strain expressing ${\text{tRNA}}_{G3\text{:}U70}^{\text{Pro}}$ grown in medium containing 4% ethanol. In rich media (YPD), the alanine mistranslating tRNA (${\text{tRNA}}_{G3\text{:}U70}^{\text{Pro}}$) increased doubling time to 80 minutes as compared to 74 minutes for the control strain. The serine mistranslating tRNA (${\text{tRNA}}_{\text{UCU},G26A}^{\text{Ser}}$) had a somewhat greater impact on growth, increasing doubling time to 85 minutes. This trend of the arginine to serine substitution having a greater effect was seen under all conditions, except in rich media containing galactose as the carbon source (YP + Galactose) where the two mistranslating tRNAs similarly increased doubling time relative to the control. Also indicative of the effect of environment on the phenotypic consequences of specific mistranslating tRNAs, the negative impact of ${\text{tRNA}}_{\text{UCU},G26A}^{\text{Ser}}$ was greater when cells were grown in SC media with either glucose or galactose as the carbon source.

**Figure 2:**
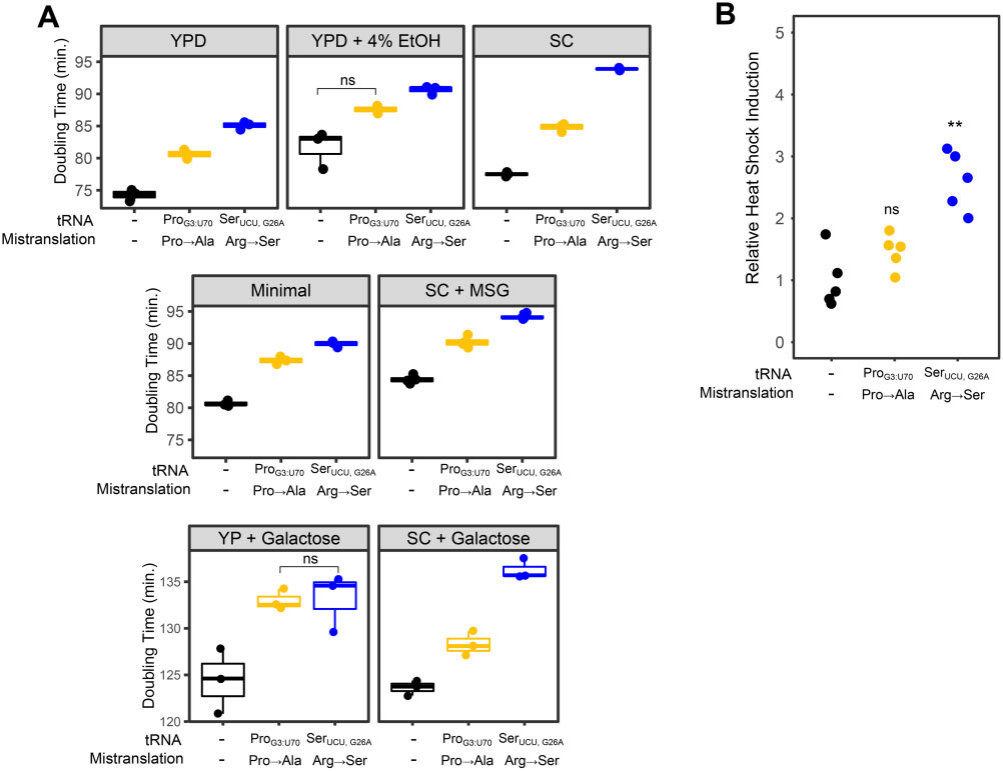
Phenotypic characterization of mistranslating strains. (A) Growth rates for either a control strain with no additional tRNA (CY8611) or strains expressing mistranslating tRNA variants ${\text{tRNA}}_{G3\text{:}U70}^{\text{Pro}}$ (CY8612) or ${\text{tRNA}}_{\text{UCU},G26A}^{\text{Ser}}$ (CY8614) were determined from growth curves of the strains diluted to an OD_600_ ∼ 0.1 in various media and grown for 24 hours. (YPD—YP with 2% glucose, YP + Galactose—YP with 2% galactose, SC—synthetic complete with ammonium sulfate as the nitrogen source and 2% glucose or 2% galactose as the carbon source, minimal—medium containing ammonium sulfate as the nitrogen source, 2% glucose and adenine, histidine, leucine, lysine, and methionine, SC + MSG—synthetic complete media with monosodium glutamate and glucose as nitrogen and carbon sources). Doubling time was calculated with the R package “growthcurver” (Sprouffske and Wagner 2016). Each point represents one biological replicate. All comparisons within a growth condition are statistically different (Bonferroni corrected *P *≤* *0.05; Welch’s *t*-test), except where indicated (ns = not significant). (B) Strains described in A were transformed with a GFP reporter transcribed from a promoter containing heat shock response elements, grown to saturation in media lacking uracil, diluted 1:100 in the same media and grown for 18 hours at 30°. Cell densities were normalized and fluorescence measured. Each point represents one biological replicate. Statistical comparisons were made between strains expressing a variant tRNA and the control strain (ns = not significant, ** *P *≤* *0.005; Welch’s *t*-test).

Mistranslation results in proteotoxic stress and a heat shock response (Berg *et al.* 2017). To determine the level of heat shock response found in the strains containing the tRNA variants, we measured fluorescence arising from GFP under the control of a synthetic heat shock promoter (HSE; Brandman *et al.* 2012; Figure 2B). Expression of HSE-GFP was 2.8-fold greater in cells containing ${\text{tRNA}}_{\text{UCU},G26A}^{\text{Ser}}$ (Arg→Ser) than in the control strain. In contrast, expression of HSE-GFP in ${\text{tRNA}}_{G3\text{:}U70}^{\text{Pro}}$ (Pro→Ala) was not statistically different from the control.

### Mistranslating tRNAs have different genetic interactions

We used a SGA analysis to identify the genetic interactions of the two tRNAs and provide another comparison of the impact of the substitutions. Preliminary screens of the strain expressing ${\text{tRNA}}_{G3\text{:}U70}^{\text{Pro}}$ identified a greater percentage of interactions with the temperature sensitive collection than the deletion collection, therefore the former was chosen for the comparison of ${\text{tRNA}}_{G3\text{:}U70}^{\text{Pro}}$ and ${\text{tRNA}}_{\text{UCU},G26A}^{\text{Ser}}$.

SGA analyses were performed in parallel for the mistranslating and control strains. Of the 1016 alleles in the temperature sensitive collection, 18 had a negative genetic interaction with ${\text{tRNA}}_{G3\text{:}U70}^{\text{Pro}}$ (Pro→Ala), whereas 78 alleles had a negative interaction with ${\text{tRNA}}_{\text{UCU},G26A}^{\text{Ser}}$ (Arg→Ser). No positive genetic interactions were identified. Genetic interactions were validated by remaking the double mutant strains, spotting normalized densities of the double mutants and their control strain on selective medium, and measuring growth after 2 days. After validation, 10 and 47 alleles showed negative genetic interactions with ${\text{tRNA}}_{G3\text{:}U70}^{\text{Pro}}$ and ${\text{tRNA}}_{\text{UCU},G26A}^{\text{Ser}}$, respectively (Figure 3). The increased number of genes identified with ${\text{tRNA}}_{\text{UCU},G26A}^{\text{Ser}}$ parallels its greater effect on growth and greater heat shock response. Raw data and validated genes are found in Supplementary File S2.

**Figure 3:**
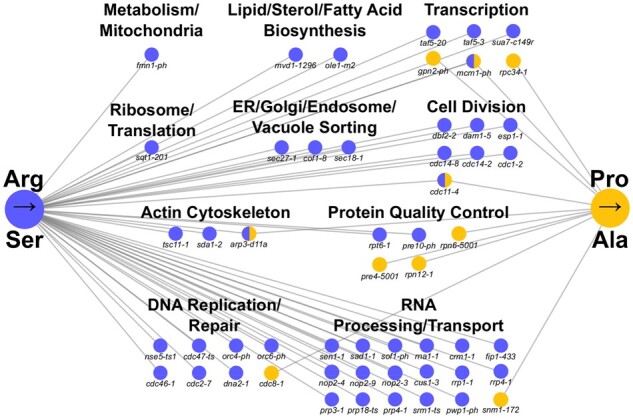
Negative genetic interaction networks of the mistranslating tRNAs. Genetic interaction network of temperature sensitive alleles that have negative genetic interactions with ${\text{tRNA}}_{G3\text{:}U70}^{\text{Pro}}$ (yellow) and ${\text{tRNA}}_{\text{UCU},G26A}^{\text{Ser}}$ (blue). Nodes represent alleles and edges represent negative genetic interactions.

Analysis of the biological function of the genes displaying negative genetic interactions with the mistranslating tRNA variants revealed both distinct and common processes. Not surprisingly, many of the processes were also identified in chemical-genetic screens with amino acid analogs that are incorporated into protein (Berg *et al*. 2020). As mentioned above, the most notable difference in the genetic interaction patterns between the two tRNAs is the increased number with ${\text{tRNA}}_{\text{UCU},G26A}^{\text{Ser}}$. The difference in number of interactions makes evaluating whether there is enrichment for one of the tRNAs difficult. In general, both tRNAs have genetic interactions with genes involved in transcription and protein quality control. The former suggests a potential importance for a transcriptional response to mistranslation, while the later highlights the role of proteasomal components in coping with mismade proteins (Shcherbakov *et al.* 2019). While a negative genetic interaction with a mistranslating tRNA variant may indicate the gene/process is required for cells to cope with the resulting mismade protein, it may also indicate that the process is sensitive to specific mistranslation. For example, 15 of the 16 genes involved in RNA processing and transport were specifically found with ${\text{tRNA}}_{\text{UCU},G26A}^{\text{Ser}}$ suggesting the possibility that the individual proteins or the process may be particularly sensitive to substitution at arginine codons. The RNA processing/transport genes provide an example that highlights that although processes were shared, specific genetic interactions differed. The mistranslating tRNAs only shared negative genetic interactions with three alleles. This led us to evaluate whether amino acid composition of the encoded protein contributed to a gene being synthetic with a mistranslating tRNA, using the RNA processing/transport genes as a test case. The average arginine content of the proteins whose genes are synthetic with ${\text{tRNA}}_{\text{UCU},G26A}^{\text{Ser}}$ varies from 7.8% (Sof1) to 2.5% (Rna1) as compared to the cellular average of 4.4% (Supplementary Table S3). In several cases, the arginine content of the ${\text{tRNA}}_{\text{UCU},G26A}^{\text{Ser}}$ interactors is less than the proline content (Sad1, Rna1, Fip1, Pwp1, and Srm1). This indicates that amino acid composition of the encoded proteins alone does not explain the specific negative genetic interactions with these genes.

### Impact of ${\text{tRNA}}_{G3\text{:}U70}^{\text{Pro}}$ or ${\text{tRNA}}_{\text{UCU},G26A}^{\text{Ser}}$ on the transcriptome

We next compared the transcriptome profiles of strains expressing ${\text{tRNA}}_{G3\text{:}U70}^{\text{Pro}}$ or ${\text{tRNA}}_{\text{UCU},G26A}^{\text{Ser}}$. 

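RNA was sequenced from 9 cultures of BY4742, a haploid laboratory strain of budding yeast. Of these, 3 carried an empty URA3 plasmid (the control), 3 expressed the tRNA that inserts alanine at proline codons (the Pro→Ala strain) and 3 expressed the tRNA that inserts serine at arginine codons (the Arg→Ser strain). The paper calls the cultures biological replicates. Their names in the files are 13a, 15a and 16a for the control, 2a, 3a and 4a for Pro→Ala, and 5a, 6a and 7a for Arg→Ser. The paper gives growth from an OD600 of 0.005 in medium lacking uracil, whereas the sample labels give 0.1 and synthetic complete medium, with harvest at an OD600 of 2.0. Libraries were stranded and selected for poly(A) RNA, and the paper states between 30.2 and 39.5 M paired reads of 150 bp per sample. The authors trimmed the reads, aligned them to the S288C genome (build R64-2-1) with STAR, and counted uniquely mapping reads over coding sequences with featureCounts. The header of the count table shows that no strand option was set, so reads from either strand of a locus were counted together. The values used here are these deposited counts, with read pairs and unpaired reads added for each gene. Their totals were 28617330, 29802080 and 30814903 for the control, 29192218, 27693557 and 32897106 for Pro→Ala, and 40563213, 25803718 and 28843635 for Arg→Ser. All p-values rest on the deposited totals, not on the stated depth. Counts of the 6180 genes that passed edgeR's filter on low counts were scaled by TMM and fitted in 1 model over all 9 libraries. Fold changes were tested by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, at the paper's threshold of 0.05. Genes that overlap another gene, or that have near-identical copies, cannot be separated with certainty in these counts. Reads that fit near-identical copies equally were left out, so such genes rest on the reads that tell the copies apart.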

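The marker genes of the strain background and of the plasmid were read first in each library. LEU2 and LYS2, which are deleted in BY4742, had 0 counts in all 9 libraries, a level that allows at most 0.0740 to 0.116 CPM (the equivalent of 3 counts per library). MET17, which BY4742 retains, lay between 85.6 and 112 CPM. URA3, which is carried by the plasmid and is deleted from the chromosome, was expressed at 462 ± 58.7 CPM in the control (mean ± SD, n = 3), 399.9 ± 2.82 in the Pro→Ala strain and 272 ± 56.7 in the Arg→Ser strain. Relative to control, URA3 fell in the Arg→Ser strain (log2 fold change -0.77, standard error 0.13, adjusted p = 0.0020 from edgeR's quasi-likelihood test), and its value in the Pro→Ala strain did not pass (-0.21, standard error 0.13, adjusted p = 0.25, from the same test), although it passed in the fit of the 2 groups compared (adjusted p = 0.037) and by DESeq2 on the 2 groups compared (0.012, chosen after seeing the data). In the direct comparison of the strains, URA3 was lower in Arg→Ser than in Pro→Ala (log2 fold change -0.56, standard error 0.13, adjusted p = 0.027), and that call was lost without control 15a, Pro→Ala 2a, 3a, 4a or Arg→Ser 5a (adjusted p = 0.052, 0.081, 0.083, 0.061 and 0.096) and in the fit of the 2 groups compared (0.069). HIS3 transcripts were present in every library, at 74.9 to 85.5 CPM in the control, 71.2 to 77.0 in Pro→Ala and 90.3 to 154 in Arg→Ser. The paper gives the allele of BY4742 as his3Δ0 and the sample labels give his3Δ1, so HIS3 was not used to check the background. HIS3 counts in every library, where LEU2 and LYS2 had 0, argue against a deletion of its whole coding sequence. The mating pheromone gene MF(ALPHA)1 and the receptor gene STE3, expressed in MATα cells, had 3311 and 388 CPM in the control, against 1.35 for MFA1 and 5.45 for STE2, their MATa counterparts. Of the 4 MATα genes on the list, SAG1, the α-agglutinin, fell in the Pro→Ala strain (log2 fold change -0.45, standard error 0.091). With all libraries neither list passed camera: the adjusted p was 0.70 in Pro→Ala and 0.68 in Arg→Ser for the 7 MATa genes, and 0.19 and 0.70 for the MATα genes, a list that passed as lower in Pro→Ala only by DESeq2 on the 2 groups compared (adjusted p = 0.043, chosen after seeing the data), in a range of 0.043 to 0.25 over the alternatives. These counts do not cover the tRNAs themselves: reads were counted over coding sequences, and the libraries were selected for poly(A) RNA.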

To ensure that the strains had identical genetic backgrounds without possible suppressor mutations, we transformed plasmids expressing the mistranslating tRNAs or empty plasmid into yeast strain BY4742. The transcriptome of each strain was profiled using an RNA sequencing approach. Principal component analysis (PCA) of the three transcriptome profiles demonstrated that ∼45% of the variance could be explained in two components (Figure 4A). 

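In the deposited counts, the first component held 26.9% of the variance and the second 20.9%, together 47.8%, and the third added 11.6%. The values were centered log ratios, the log2 of each count plus 0.5 minus the mean of its library, over the 6489 genes with at least 1 count. The first component was 39.8% when only genes that pass the filter on low counts were used, and 35.9% when each gene was scaled to unit variance. The second was then 27.4% and 24.3%.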

The wild-type control strain clusters separately from the strains expressing mistranslating tRNAs in the first component and the two strains expressing different mistranslating tRNAs separate in the second component. This suggests that mistranslation of alanine at proline codons initiates a distinct response from mistranslation of serine at arginine codons.

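On the first component, the control libraries scored from -17.8 to -14.2, the Pro→Ala libraries from 7.50 to 12.7 and the Arg→Ser libraries from 2.50 to 10.5. On the second component, Pro→Ala lay between 7.79 and 10.3, while the Arg→Ser libraries were spread widely, at -10.9 (5a), -24.1 (6a) and -3.43 (7a). No test was run on these scores. Gene groups also differed among the Arg→Ser libraries. The median of 37 genes of the respiratory chain and ATP synthase, on the log2 scale relative to the control mean, was -0.68 in 6a, -0.22 in 5a and 0.058 in 7a, and from -0.15 to 0.033 in Pro→Ala. The median of 20 genes of endoplasmic reticulum folding and the unfolded protein response was -0.48 in 6a, -0.11 in 5a and 0.095 in 7a, and close to 0.21 in all 3 Pro→Ala libraries. All control libraries stayed below both strains on the first component, and all Arg→Ser libraries below Pro→Ala on the second, in each further setting. These were a pseudocount of 1, the filtered genes, scaling to unit variance and all libraries thinned to the smallest total.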

**Figure 4:**
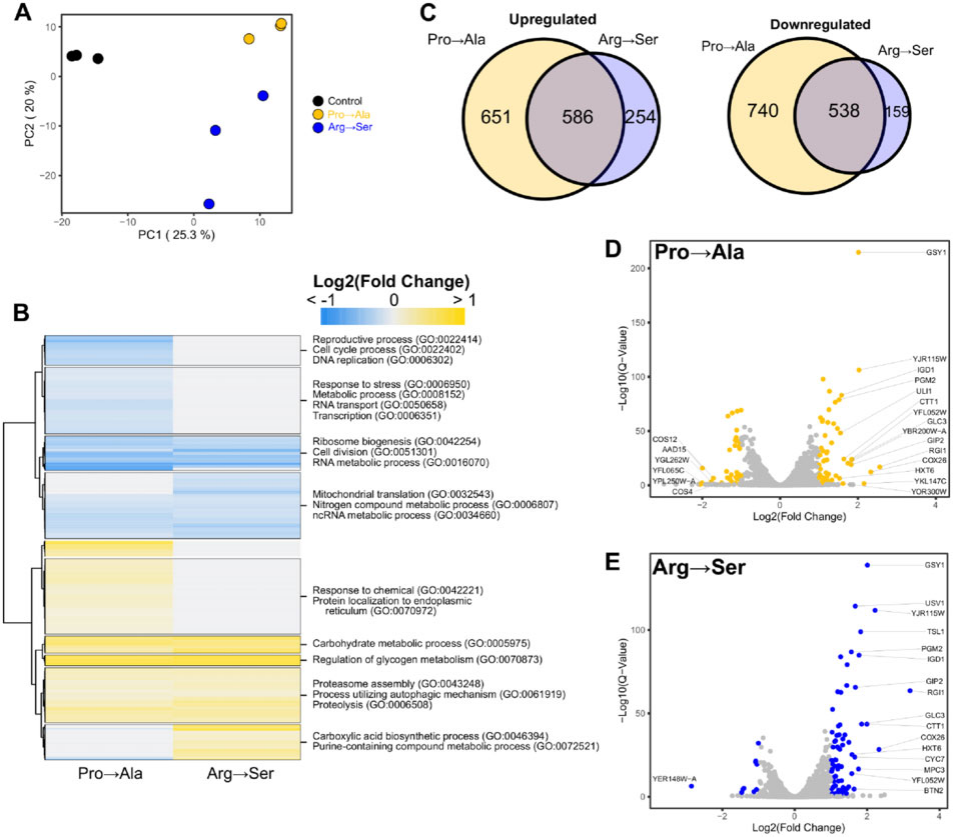
Transcriptome analysis of strains expressing mistranslating tRNA variants. (A) PCA of centered log ratio normalized reads from BY4742 expressing either ${\text{tRNA}}_{G3\text{:}U70}^{\text{Pro}}$ (Pro→Ala), ${\text{tRNA}}_{\text{UCU},G26A}^{\text{Ser}}$ (Arg→Ser) or an empty vector (WT). Each point represents one biological replicate (*n* = 3). (B) Heatmap of hierarchical clustered differentially expressed genes (*P *≤* *0.05) in response to mistranslation. Fold-change for each gene is the average from three biological replicates. Upregulated genes are colored yellow while downregulated genes are colored blue. Significantly enriched GO terms within each cluster are annotated. (C) Venn diagram of upregulated and downregulated genes (*P *≤* *0.05) in yeast strain BY4742 transformed with a centromeric plasmid expressing ${\text{tRNA}}_{G3\text{:}U70}^{\text{Pro}}$ (Pro→Ala) or ${\text{tRNA}}_{\text{UCU},G26A}^{\text{Ser}}$ (Arg→Ser) as compared to BY4742 transformed with empty vector. (D) Volcano plot highlighting in yellow differentially expressed genes with greater than twofold changes in ${\text{tRNA}}_{G3\text{:}U70}^{\text{Pro}}$ relative to the control strain. Points with gene name labels have the largest fold-change relative to control. (E) Volcano plot highlighting in blue differentially expressed genes with greater than twofold changes in ${\text{tRNA}}_{\text{UCU},G26A}^{\text{Ser}}$ as in D.

We then analyzed the differentially expressed genes in each mistranslating strain as compared to the control strain. A total of 2897 genes (44.7%) were differentially expressed in at least one strain (Benjamini-Hochberg adjusted *P*-value cut off ≤ 0.05). 

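Of 6180 genes tested, 2665 (43.1%) changed in at least 1 strain at an adjusted p of 0.05 or less. In the Pro→Ala strain 970 genes rose and 1039 fell relative to the control. In the Arg→Ser strain 939 rose and 869 fell. The smallest adjusted p in both strains was that of YJR115W, an uncharacterized gene on chromosome X from 639942 to 640451 (build R64), with 9.30 ± 0.725 CPM in the control (mean ± SD, n = 3), 37.9 ± 1.49 in Pro→Ala and 43.2 ± 0.956 in Arg→Ser. Its log2 fold changes were 2.03 (standard error 0.066, adjusted p = 5.5e-08) and 2.22 (standard error 0.066, adjusted p = 2.1e-08) in edgeR's quasi-likelihood test. FAR1, an inhibitor of cyclin-dependent kinase in the pheromone response, fell in both strains, with log2 fold changes of -0.76 and -0.52 (standard error 0.053 each). PDR5, a multidrug transporter, fell from 615 ± 12.9 CPM to 326 ± 24.6 in Pro→Ala and 409 ± 34.6 in Arg→Ser. The 3 libraries of a strain all lay on the same side of all 3 controls for 53.1% of genes in Pro→Ala and 44.5% in Arg→Ser, where chance gives 10%. The number changed in at least 1 strain was 1729 when control library 16a was left out, with 592 genes higher in Pro→Ala, 599 higher in Arg→Ser and 566 lower in Arg→Ser. The number higher in Pro→Ala was 621 without Pro→Ala library 2a and 638 without 3a, and the number lower was 682 without 3a.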

A heatmap of the fold-change in transcript levels for these genes is shown in Figure 4B. 

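Many genes moved the same way in both mistranslating strains. In total 568 genes rose in both and 569 fell in both, while 15 were called in opposite directions (110 without Arg→Ser 7a, 8 without Arg→Ser 5a, 7, 6 and 6 without controls 13a, 15a and 16a, and 8 and 9 without Pro→Ala 2a and 3a). By DESeq2 on the 2 groups compared, chosen after seeing the data, 31 were called in opposite directions. The general stress genes CTT1, the cytosolic catalase, and USV1, a transcription factor, rose in both, with log2 fold changes of 1.64 (standard error 0.16) and 1.16 (standard error 0.069) in Pro→Ala and 1.99 (standard error 0.16) and 1.67 (standard error 0.069) in Arg→Ser. DBP8, an RNA helicase of ribosome assembly, and MIG2, a repressor in glucose signaling, fell in both, with log2 fold changes of -0.55 (standard error 0.069) and -0.67 (standard error 0.047) in Pro→Ala and -0.59 (standard error 0.069) and -0.44 (standard error 0.047) in Arg→Ser. Genes that went opposite ways included the secreted glycoprotein gene YGP1 (log2 fold changes -0.43 and 0.30, standard error 0.064 each in Pro→Ala and Arg→Ser). With these 15 included, 402 genes rose and 470 fell in Pro→Ala without the same call in Arg→Ser, and 371 rose and 300 fell in Arg→Ser without the same call in Pro→Ala. Independent lists of these sizes would share 147 higher and 146 lower genes. Both comparisons use the same 3 controls, which cannot be divided into groups of at least 2, so unchanged groups were simulated against the same controls. Across genes, which are not independent replicates, the fold changes of the strains had a correlation of 0.668, against a mean of 0.503 in 20 simulations of unchanged groups with shared controls. The covariance was 0.0630, against 0.00755 in the simulations, and the same sign was seen in 75.1% of genes, against 66.8%. In the simulations at most 1 gene was called per strain and 0 in both. Genes were drawn independently there, so a change shared by many genes of a control library was not covered. The part of the called overlap that comes from the controls is therefore not measured. Without control library 16a, 353 genes were higher in both.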

A Venn diagram of the overlap of up- and down-regulated genes caused by the mistranslating tRNAs is shown in Figure 4C. Of note, distinct groups of genes with unique responses based on the type of mistranslation were identified. For example, genes involved in cell cycle, DNA replication, transcription, and response to stress were down-regulated predominantly in the strain expressing ${\text{tRNA}}_{G3\text{:}U70}^{\text{Pro}}$ (Pro→Ala) whereas genes involved in response to chemical and protein localization to the endoplasmic reticulum were upregulated. 

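In the Pro→Ala strain, many genes of the cell cycle and of DNA replication fell. Of 49 DNA replication genes, 30 fell, 1 rose and 18 did not pass (34 lower and 1 higher when adjusted over the list alone). In Arg→Ser 11 fell (11 lower when adjusted over the list alone). RNR1, the large subunit of ribonucleotide reductase, went from 295 ± 11.4 CPM in the control (mean ± SD, n = 3) to 198 ± 8.79 in Pro→Ala, a log2 fold change of -0.57 (standard error 0.10, adjusted p = 0.0016) from edgeR's quasi-likelihood test. In Arg→Ser its log2 fold change was -0.057 (standard error 0.095, adjusted p = 0.68), and the direct comparison of the strains gave 0.51 (standard error 0.10, adjusted p = 0.0096). MCM7, a subunit of the replicative helicase, had log2 fold changes of -0.46 (standard error 0.075) in Pro→Ala and 0.39 (standard error 0.075) in Arg→Ser relative to Pro→Ala, the second lost without Pro→Ala 3a or Arg→Ser 5a (adjusted p = 0.054 and 0.053) and in the fit of the 2 groups compared (0.052). Of 26 cyclins and cell cycle regulators, 16 fell in Pro→Ala and 8 in Arg→Ser (17 lower in Pro→Ala, and 8 lower and 1 higher in Arg→Ser, when adjusted over the list alone). The G1 cyclin gene CLN2 (-0.53, standard error 0.085) and the forkhead factor gene FKH2 (-0.62, standard error 0.11) fell in Pro→Ala. Both lists were lower in Pro→Ala by camera (adjusted p = 3.3e-08 and 1.6e-06; adjusted p = 0.46 for each with an estimated correlation). In Arg→Ser the lists also passed as lower (camera adjusted p = 0.0039 and 0.010; adjusted p = 0.63 and 0.61 with an estimated correlation), and both calls were lost without Arg→Ser 7a (adjusted p = 0.053, in a range of 5.8e-04 to 0.053 over the alternatives for replication, and 0.053 in a range of 0.0031 to 0.053 for cyclins). They were higher in Arg→Ser than in Pro→Ala (camera adjusted p = 4.0e-04 and 0.0034; adjusted p = 0.61 and 0.58 with an estimated correlation).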

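Genes of the general transcription machinery moved both ways. Of 36 genes of RNA polymerase II and Mediator, 4 rose and 2 fell in Pro→Ala, and 2 rose and 2 fell in Arg→Ser (4 higher and 1 lower in Pro→Ala, and 2 lower in Arg→Ser, when adjusted over the list alone), and the list did not pass camera in either (adjusted p = 0.96 and 0.80). The Mediator subunit gene MED11 rose in Pro→Ala (log2 fold change 0.32, standard error 0.069), while MED6 fell (-0.22, standard error 0.052). Of 28 genes of the general stress response, 21 rose, 3 fell and 4 did not pass in Pro→Ala, and 24 rose in Arg→Ser (21 higher and 3 lower in Pro→Ala, and 25 higher in Arg→Ser, when adjusted over the list alone). The 3 that fell in Pro→Ala were HSP12, a small membrane-associated heat shock protein, YGP1 and NQM1, a transaldolase. HSP12 went from 1138 ± 53.7 CPM in the control to 521 ± 75.5 in Pro→Ala, a log2 fold change of -1.13 (standard error 0.28, adjusted p = 0.011) from edgeR's quasi-likelihood test. RTN2, a reticulon, and TMA10 rose in Pro→Ala, with log2 fold changes of 1.21 (standard error 0.14) and 1.16 (standard error 0.26). The stress list was higher in both strains (camera adjusted p = 1.5e-10 in Pro→Ala and 6.5e-27 in Arg→Ser; adjusted p = 0.52 and 0.39 with an estimated correlation).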

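Genes for targeting proteins to the endoplasmic reticulum moved by small amounts. Of 26 such genes, 4 rose and 1 fell in Pro→Ala, and 1 rose and 2 fell in Arg→Ser (3 higher in Pro→Ala, and 1 higher and 1 lower in Arg→Ser, when adjusted over the list alone). GET3, of the tail-anchored protein pathway, rose in Pro→Ala (log2 fold change 0.23, standard error 0.045). The list did not pass camera in Pro→Ala (adjusted p = 0.27), and it was lower in Arg→Ser than in Pro→Ala (adjusted p = 0.016; adjusted p = 0.46 with an estimated correlation). Of the 15 genes of the oxidative stress response, 3 rose and 2 fell in Pro→Ala, and 2 rose in Arg→Ser, with camera adjusted p = 0.88 and 0.55. OYE3, an NADPH oxidoreductase, had a log2 fold change of 0.88 (standard error 0.19, adjusted p = 0.0065) from edgeR's quasi-likelihood test. Of 11 drug resistance genes of the Pdr1 type, 5 fell and 1 rose in Pro→Ala (5 lower and 2 higher when adjusted over the list alone). TPO1, a polyamine transporter, fell from 78.8 ± 6.74 CPM in the control to 38.6 ± 2.29 in Pro→Ala, a log2 fold change of -1.03 (standard error 0.067), and was 68.0 ± 0.964 in Arg→Ser. This list was lower in Pro→Ala by camera (adjusted p = 0.0027; adjusted p = 0.34 with an estimated correlation).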

Genes involved in carboxylic acid biosynthetic processes and purine metabolism were upregulated predominantly in the strain expressing ${\text{tRNA}}_{\text{UCU},G26A}^{\text{Ser}}$ (Arg→Ser). 

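Many genes of purine synthesis rose in the Arg→Ser strain. Of 24 genes of purine nucleotide synthesis, 13 rose, 1 fell and 10 did not pass in Arg→Ser, against 1 that rose and 1 that fell in Pro→Ala (14 higher and 1 lower in Arg→Ser when adjusted over the list alone). Relative to Pro→Ala, 15 were higher in Arg→Ser (16 higher and 1 lower when adjusted over the list alone). ADE17, an enzyme of the last steps of IMP synthesis, went from 1287 ± 15.3 CPM in the control (mean ± SD, n = 3) to 2555 ± 1057 in Arg→Ser, a log2 fold change of 0.99 (standard error 0.23, adjusted p = 0.0087) from edgeR's quasi-likelihood test. SHM2, the cytosolic serine hydroxymethyltransferase, and MTD1, a methylenetetrahydrofolate dehydrogenase, had log2 fold changes of 1.01 (standard error 0.25) and 1.19 (standard error 0.26). Without library 6a these were 0.64 for ADE17, 0.65 for SHM2 and 0.77 for MTD1. GCV2, a subunit of glycine decarboxylase, had the largest log2 rise of the genes called in Arg→Ser relative to Pro→Ala (2.25, standard error 0.37), and GCV1, of the same complex, was higher by 1.66 (standard error 0.30) on the log2 scale. The size of the rise differed between the Arg→Ser libraries. GCV2 was at 538 CPM in 5a, 845 in 6a and 208 in 7a, with 208 to 238 in the controls. The median of the purine list relative to the control mean was 0.41 in 5a, 0.64 in 6a and 0.12 in 7a on the log2 scale. The list was higher in Arg→Ser by camera (median log2 fold change 0.44, adjusted p = 0.0025; adjusted p = 0.63 with an estimated correlation), and the median was 0.25 without library 6a. It was also higher in Arg→Ser than in Pro→Ala (median 0.55, adjusted p = 3.2e-08; adjusted p = 0.48 with an estimated correlation), with a median of 0.35 without library 6a.

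**Figure D1:**
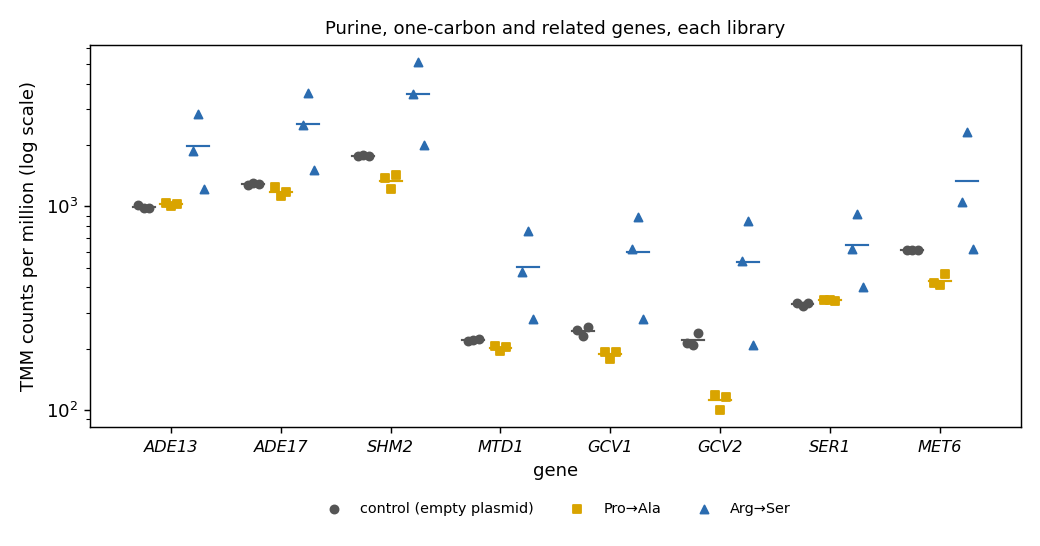
TMM CPM on a log scale for 8 genes in the 3 libraries of each group, in the order 13a, 15a and 16a, then 2a, 3a and 4a, then 5a, 6a and 7a. Short lines are group means. In each gene the Arg→Ser libraries are spread, with 6a highest and 7a lowest.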

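Among carboxylic acid genes, amino acid synthesis rose more often in Arg→Ser than it fell. Of 53 genes of amino acid synthesis other than arginine and methionine, 16 rose and 3 fell in Arg→Ser, against 7 and 9 in Pro→Ala. SER3, which starts serine synthesis from glycolysis, had 264 ± 12.9 CPM in the control and 608 ± 195 in Arg→Ser, a log2 fold change of 1.21 (standard error 0.17, adjusted p = 5.0e-04) from edgeR's quasi-likelihood test. GLN1, glutamine synthetase, and HIS4, of histidine synthesis, had log2 fold changes of 0.75 (standard error 0.15) and 0.52 (standard error 0.093), and GLN1 had 0.48 without library 6a. Of 10 arginine synthesis genes, 5 fell and 1 rose in Pro→Ala, 3 rose and 1 fell in Arg→Ser, and 5 were higher in Arg→Ser than in Pro→Ala (6 when adjusted over the list alone). CPA1, a subunit of carbamoyl phosphate synthetase, had log2 fold changes of -0.43 (standard error 0.058) in Pro→Ala and -0.16 (standard error 0.058) in Arg→Ser, of which only the first passed with all libraries, and the second passed without Pro→Ala 2a, 4a or Arg→Ser 6a (adjusted p = 0.044, 0.044 and 0.038) and in the fit of the 2 groups compared (0.040). Of 22 measured genes of methionine, cysteine and sulfate assimilation, 8 rose and 1 fell in Arg→Ser, and 7 rose and 1 fell in Pro→Ala. MET6, methionine synthase, rose in Arg→Ser (log2 fold change 1.12, standard error 0.35), with 1057, 2326 and 620 CPM in 5a, 6a and 7a. Its log2 fold change was 0.45 without 6a, and the call was lost without control 13a, 15a or 16a (adjusted p = 0.095, 0.091 and 0.095), and also in the fit of the 2 groups compared (adjusted p = 0.070), by limma on the normalized values (0.072) and by DESeq2 on the 2 groups compared (0.12, chosen after seeing the data). Of 22 enzymes of fatty acid synthesis and the citric acid cycle, 5 rose and 3 fell in Arg→Ser, and 2 rose and 6 fell in Pro→Ala. Relative to Pro→Ala, the lists of arginine synthesis and of other amino acid synthesis were higher in Arg→Ser (camera adjusted p = 0.0010 and 2.5e-04; adjusted p = 0.39 and 0.63 with an estimated correlation). The median of the latter in this comparison was 0.14, and 0.086 without library 6a. Relative to control, the list of other amino acid synthesis did not pass in Arg→Ser (camera adjusted p = 0.053), and it passed with no filter on low counts (adjusted p = 0.046), by DESeq2 on all 9 libraries (0.018), by limma on the normalized values (0.038) and by DESeq2 on the 2 groups compared (0.029, chosen after seeing the data), and without control 13a or Arg→Ser 7a (adjusted p = 0.041 and 0.0015, in a range of 0.0015 to 0.11 over the alternatives). Adjusted over the list alone, 16 genes of other amino acid synthesis rose in Arg→Ser and 3 fell, with 5 higher and 3 lower for fatty acid and citric acid enzymes.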

There were also common sets of genes differentially expressed in both mistranslating strains. For example, genes involved in mitochondrial translation, cell division, ribosome biogenesis and RNA metabolism were downregulated, and genes involved in carbohydrate metabolism and proteolysis were upregulated in both strains. 

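Many genes that build ribosomes fell in both strains, and many of the proteasome rose. Of 82 ribosome biogenesis genes, 48 fell and 4 rose in Pro→Ala, and 44 fell and 3 rose in Arg→Ser (50 lower and 6 higher in Pro→Ala, and 54 lower and 4 higher in Arg→Ser, when adjusted over the list alone). NOG2, a GTPase of the large subunit precursor, went from 282 ± 8.96 CPM in the control (mean ± SD, n = 3) to 171 ± 21.1 in Pro→Ala and 184 ± 19.9 in Arg→Ser, log2 fold changes of -0.72 (standard error 0.094, adjusted p = 3.8e-04) and -0.62 (standard error 0.094, adjusted p = 9.0e-04) from edgeR's quasi-likelihood test. Genes of the cytosolic ribosomal proteins did not fall with them: of 137, 7 fell in Pro→Ala and 9 in Arg→Ser, where 1 rose, and the medians were 0.037 and 0.0072 on the log2 scale (camera adjusted p = 0.72 and 0.54). Of 19 subunit genes of RNA polymerases I and III, 8 fell in each strain (10 in Pro→Ala and 9 in Arg→Ser when adjusted over the list alone). Of 38 genes of the nuclear pore and RNA export, 13 fell in Pro→Ala, and 7 fell and 3 rose in Arg→Ser. Of 70 mitochondrial ribosomal protein genes, 11 fell in Pro→Ala and 29 in Arg→Ser (1 and 35 when adjusted over the list alone). RSM22, of the small mitochondrial subunit, had log2 fold changes of -0.27 and -0.42 (standard error 0.076 each), of which the call in Pro→Ala was lost without control 15a, 16a, Pro→Ala 2a or 4a (adjusted p = 0.052, 0.051, 0.051 and 0.056). Of 27 genes of septins, cytokinesis and daughter cell separation, 13 fell and 2 rose in Pro→Ala, and 8 fell and 3 rose in Arg→Ser. The bud neck kinase gene GIN4 fell in both (-0.64 and -0.29, standard error 0.070 each), while the daughter-specific glucanase gene DSE2 rose in both (0.37 and 0.68, standard error 0.074 each).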

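Of 33 proteasome subunit genes, 23 rose in Pro→Ala and 25 in Arg→Ser (30 and 32 when adjusted over the list alone), with median log2 fold changes of 0.18 and 0.21. PUP3, a subunit of the core particle, had 188 ± 11.5 CPM in the control, 233 ± 1.70 in Pro→Ala and 238 ± 12.4 in Arg→Ser. RPN4, the transcription factor of proteasome genes, rose with log2 fold changes of 0.39 (standard error 0.10, adjusted p = 0.012) and 0.61 (standard error 0.10, adjusted p = 0.0013) from edgeR's quasi-likelihood test, and its call in Pro→Ala was lost without control 13a, 16a or Pro→Ala 2a (adjusted p = 0.053, 0.051 and 0.056). Of 13 genes of proteasome assembly and regulation, 7 rose in Pro→Ala and 4 in Arg→Ser, and of 24 genes of ubiquitin conjugation and protein quality control, 11 and 9 rose, with 1 lower in Arg→Ser (camera adjusted p = 0.058 and 0.11 for assembly, and 0.028 and 0.032 for ubiquitin; adjusted p = 0.46 and 0.46 for ubiquitin with an estimated correlation). The assembly list passed in Pro→Ala by DESeq2 on all 9 libraries (adjusted p = 0.046), in the fit of the 2 groups compared (0.041) and by DESeq2 on the 2 groups compared (0.031, chosen after seeing the data), and without control 16a, Arg→Ser 6a or 7a (adjusted p = 0.043, 0.039 and 0.049, in a range of 0.031 to 0.098 over the alternatives). Beyond the storage carbohydrate genes the paper names, 12 of 16 others rose and 3 fell in Pro→Ala, and 11 rose and 1 fell in Arg→Ser (12 higher in Pro→Ala and 12 in Arg→Ser when adjusted over the list alone). GLG1, glycogenin, had log2 fold changes of 0.93 and 1.23 (standard error 0.079 each), and TPS1, trehalose-6-phosphate synthase, 0.70 and 0.94 (standard error 0.080 each). By camera, the adjusted p for Pro→Ala and Arg→Ser was 3.9e-10 and 4.0e-10 for ribosome biogenesis, 2.0e-05 and 1.7e-05 for the proteasome, 7.8e-05 and 1.2e-08 for the other storage genes, and 0.036 and 1.4e-06 for mitochondrial ribosomal proteins. With an estimated correlation none passed: the adjusted p was 0.63 in each strain for ribosome biogenesis and for the proteasome, 0.48 and 0.39 for the other storage genes, and 0.84 and 0.64 for mitochondrial ribosomal proteins. The mitochondrial call in Pro→Ala ended without control 13a, Pro→Ala 4a or Arg→Ser 7a, with adjusted p of 0.15, 0.26 and 0.053, in a range of 0.0072 to 0.26 over the alternatives. The polymerase list passed in both strains (camera adjusted p = 0.017 and 0.010; adjusted p = 0.68 and 0.64 with an estimated correlation), and its call in Arg→Ser ended without library 7a, at 0.064 in a range of 0.0029 to 0.064. The nuclear pore list passed in Pro→Ala (camera adjusted p = 0.032; adjusted p = 0.63 with an estimated correlation), and that call ended without control 15a or Pro→Ala 3a, at 0.064 and 0.070 in a range of 0.017 to 0.070. The cytokinesis list passed in Pro→Ala (camera adjusted p = 3.4e-04; adjusted p = 0.61 with an estimated correlation) and not in Arg→Ser (adjusted p = 0.26).

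**Figure D2:**
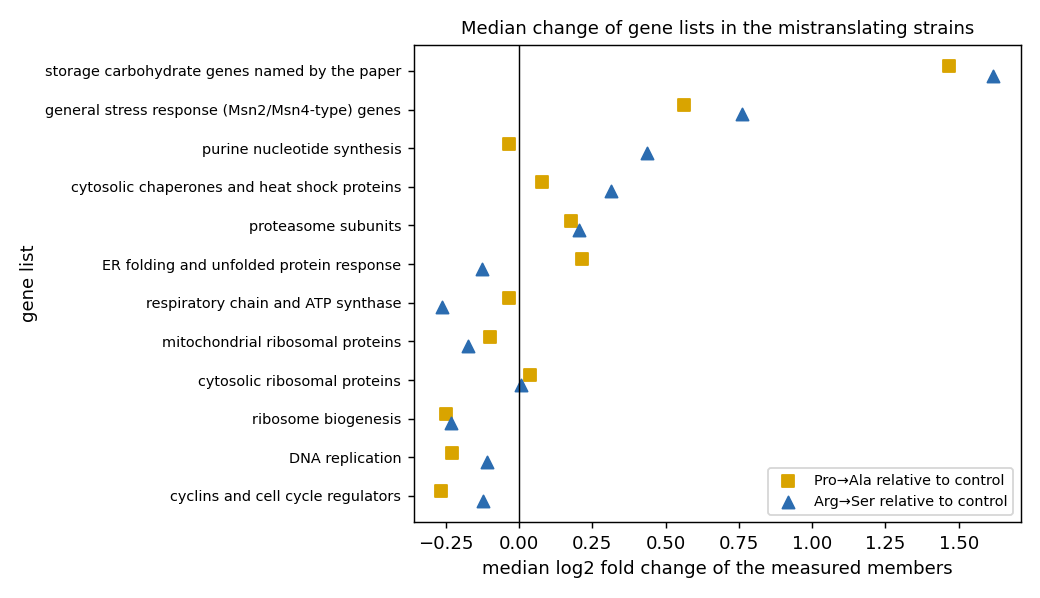
Median log2 fold change of the measured members of 12 gene lists relative to the control, for Pro→Ala (squares) and Arg→Ser (triangles). The storage carbohydrate genes lie farthest to the right in both strains, and ribosome biogenesis lies to the left in both. The paper chose the storage genes among those more than 2-fold higher in these same samples, so their place follows from that choice.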

Overall, these results demonstrate that while a common set of genes respond to mistranslation, each of the two mistranslating tRNAs induce a unique transcriptional response.

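The strains were also compared directly. Relative to Pro→Ala, 416 genes were higher and 268 lower in Arg→Ser. Of 857 genes called in Pro→Ala and not in Arg→Ser, 252 differed between the strains, and of 656 called in Arg→Ser alone, 188 did. HSP12 was among the genes with the largest difference, at 2063, 2379.7 and 880.3 CPM in Arg→Ser 5a, 6a and 7a and 438 to 586 in Pro→Ala (log2 fold change 1.77, standard error 0.28, adjusted p = 0.0050 from edgeR's quasi-likelihood test). THI20, of thiamine synthesis, was lower in Arg→Ser (106 ± 44.8 CPM, mean ± SD, n = 3) than in Pro→Ala (256 ± 6.45), a log2 fold change of -1.28 (standard error 0.22, adjusted p = 0.0068). ELO1, a fatty acid elongase, fell in Pro→Ala and was higher in Arg→Ser than in Pro→Ala (log2 fold changes -0.99 and 1.03, standard error 0.18 each). IMD2, an IMP dehydrogenase gene with a near-identical copy, showed the same pattern (-1.25 and 1.40, standard error 0.14 each), as far as its reads can be assigned. The number of differing genes depended on the libraries and the fit. The number higher was 761 without Arg→Ser 7a, 166 without 5a, and 167 and 164 without Pro→Ala 2a and 3a. The number lower was 680 without 7a, 41 without 5a, 57, 50 and 148 without Pro→Ala 2a, 3a and 4a, and 133, 139 and 140 without controls 13a, 15a and 16a. With the spread estimated from these 2 groups only, 151 were higher and 39 lower by edgeR. DESeq2 on the same 2 groups, chosen after seeing the data, called 583 genes in both directions together. From the gene groups shared by the strains and those changed predominantly in 1 of them, the paper concludes that a common set of genes responds to mistranslation while each tRNA variant also induces its own transcriptional response.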

A more stringent analysis of the transcriptional changes, considering only genes with greater than twofold change in expression, revealed 55 and 78 genes up-regulated and 34 and 71 genes down-regulated in strains expressing ${\text{tRNA}}_{G3\text{:}U70}^{\text{Pro}}$ and ${\text{tRNA}}_{\text{UCU},G26A}^{\text{Ser}}$, respectively (Figure 4, D and E). 

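At more than 2-fold, 52 genes were higher and 33 lower in Pro→Ala, and 79 were higher and 10 lower in Arg→Ser. In both strains the largest log2 rise of the genes called was in RGI1, a gene of energy metabolism on chromosome V from 292066 to 292551 (build R64), which overlaps a gene on the other strand. Its CPM went from 2.98 ± 0.850 in the control (mean ± SD, n = 3) to 17.6 ± 3.63 in Pro→Ala and 27.0 ± 4.45 in Arg→Ser, log2 fold changes of 2.56 (standard error 0.21, adjusted p = 2.2e-05) and 3.19 (standard error 0.21, adjusted p = 5.0e-06) from edgeR's quasi-likelihood test. COX26, a small protein associated with cytochrome c oxidase, had log2 fold changes of 2.33 and 2.33 (standard error 0.29 each). The largest falls in Pro→Ala included COS12 (-1.99, standard error 0.32) and YGL262W (-1.76, standard error 0.37), neighbours near the left end of chromosome VII, and CWP1, a cell wall mannoprotein (-1.34, standard error 0.15). CHA1, a serine and threonine deaminase, also fell in Pro→Ala (adjusted p = 0.0025 by edgeR). COS4, YFL065C and YFL066C fell too, but they have near-identical copies, so their reads are uncertain. In Arg→Ser the largest log2 fall of the genes called was in YER148W-A, a short open reading frame with few reads that overlaps another gene (0.167 ± 0.125 CPM in Arg→Ser, log2 fold change -2.79, standard error 0.36), and PFS1 fell as well (-1.44, standard error 0.30). VHT1, the biotin transporter, fell in Arg→Ser (-1.13, standard error 0.27), with 63.8, 77.2 and 116 CPM in 5a, 6a and 7a. When the test itself asked for a change larger than 2-fold (edgeR's glmTreat), 9 genes were higher and 0 lower in Pro→Ala, and 13 were higher and 1 lower in Arg→Ser. At an unadjusted p of 0.05, glmTreat gave 14 lower in Pro→Ala.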

Among the upregulated genes, 36 are common to both mistranslating tRNA variants. These included genes involved in carbohydrate metabolism, mainly glycogen and trehalose biosynthesis (*e.g.*, *GLC3, IGD1, GSY1, GSY2, MRK1, PGM2, PIG2, GIP2, TPS2, TPS2*, and *TSL1*). 

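By the same rule, 36 genes were more than 2-fold higher in both strains, 16 in Pro→Ala alone and 43 in Arg→Ser alone. Besides the storage carbohydrate genes they include ZNF1, a zinc cluster transcription factor, with 2.35 ± 0.554 CPM in the control (mean ± SD, n = 3), 8.44 ± 0.394 in Pro→Ala and 7.01 ± 0.526 in Arg→Ser. HXT6, a high-affinity glucose transporter whose sequence is nearly identical to that of HXT7, had log2 fold changes of 1.53 (standard error 0.21, adjusted p = 6.1e-04) and 1.58 (standard error 0.22, adjusted p = 4.5e-04) from edgeR's quasi-likelihood test. Only uniquely mapping reads were counted, so these values rest on reads that tell the pair apart, and their assignment is not certain. Of the 36 genes, 4 also differed between the strains in the direct comparison, among them USV1 (log2 fold change 0.51, standard error 0.066 in Arg→Ser relative to Pro→Ala). Genes more than 2-fold higher in Arg→Ser that did not reach 2-fold in Pro→Ala included MPC3, a mitochondrial pyruvate carrier subunit, and CYC7, an isoform of cytochrome c. MPC3 had log2 fold changes of 0.92 (standard error 0.22) in Pro→Ala and 1.76 (standard error 0.22) in Arg→Ser, and CYC7 0.87 and 1.66 (standard error 0.19 each), each rising in both strains. In the test against a 2-fold change, 8 genes were called higher in both.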

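All 10 of these genes rose in both strains, and each was more than 2-fold higher in both. GSY1 and GSY2 encode the isoforms of glycogen synthase. GSY1, on chromosome VI from 174265 to 176391 (build R64), went from 131 ± 5.37 CPM in the control (mean ± SD, n = 3) to 529 ± 46.0 in Pro→Ala and 525 ± 40.5 in Arg→Ser, log2 fold changes of 2.01 (standard error 0.079, adjusted p = 2.1e-07) and 2.00 (standard error 0.079, adjusted p = 2.2e-07) from edgeR's quasi-likelihood test. GSY2, on chromosome XII from 660716 to 662833, had log2 fold changes of 1.08 and 1.27 (standard error 0.070 each). GLC3, the glycogen branching enzyme, on chromosome V from 133120 to 135234, went from 85.7 ± 12.4 to 307 ± 46.0 and 308 ± 46.4 CPM. GIP2 and PIG2, which target the Glc7 phosphatase to glycogen metabolism, had log2 fold changes of 1.83 and 1.67 (standard error 0.14 each), and of 1.19 and 1.21 (standard error 0.14 each). IGD1, an inhibitor of glycogen debranching, rose by 1.58 and 1.77 (standard error 0.082 each), the kinase gene MRK1 by 1.38 and 1.12 (standard error 0.090 each), and PGM2, phosphoglucomutase, by 1.52 and 1.56 (standard error 0.093 each). Of the trehalose genes, TPS2, the trehalose-6-phosphate phosphatase on chromosome IV from 593893 to 596583, had 346 ± 16.6 CPM in the control, 738 ± 68.9 in Pro→Ala and 942 ± 56.7 in Arg→Ser. TSL1, a regulatory subunit of the same complex, had log2 fold changes of 1.42 and 1.82 (standard errors 0.086 and 0.087). TPS2 and TSL1 were the members that also differed between the strains, higher in Arg→Ser by 0.35 (standard error 0.076) and 0.40 (standard error 0.084) on the log2 scale. These calls were lost for TPS2 without Pro→Ala 3a, 4a or Arg→Ser 5a (adjusted p = 0.074, 0.053 and 0.080) and in the fit of the 2 groups compared (0.065), and for TSL1 without Pro→Ala 3a or Arg→Ser 5a (adjusted p = 0.067 and 0.071). The median log2 fold change of the list was 1.47 in Pro→Ala and 1.62 in Arg→Ser (camera adjusted p = 2.3e-46 and 8.4e-52; adjusted p = 0.071 in each with an estimated correlation). The paper chose these genes on the same samples, so their direction, their size and the p-values of the list are not independent evidence. The count adjusted over the list alone is 10 in each strain.

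**Figure D3:**
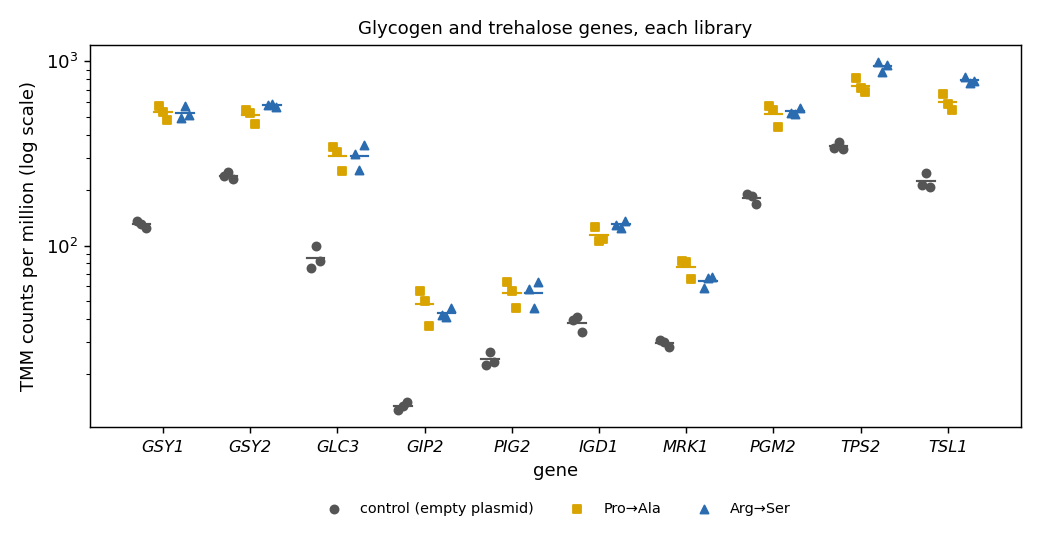
TMM CPM on a log scale for 10 glycogen and trehalose genes in the 3 libraries of each group, with short lines at the group means. In each gene, all 6 mistranslating libraries lie above all 3 controls.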

The upregulation of genes involved in the synthesis of these storage carbohydrates is consistent with previous studies demonstrating that glycogen and trehalose accumulate under the stress of nutrient starvation or heat shock (Lillie and Pringle 1980; Hottiger *et al.* 1987; Parrou *et al.* 1997) and that trehalose stabilizes proteins and suppresses aggregation (Singer and Lindquist 1998). Genes involved in protein folding were also upregulated in both strains. These include the small heat shock protein, *HSP42*, which suppresses misfolded protein aggregation, components of the chaperonin complex (*TCP1)*, and genes that direct ubiquitination of misfolded proteins (*ROQ1)*. 

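HSP42 and ROQ1 rose in both strains. HSP42, on chromosome IV from 806621 to 807748 (build R64), went from 205 ± 14.2 CPM in the control (mean ± SD, n = 3) to 480.0 ± 54.1 in Pro→Ala and 575 ± 182 in Arg→Ser, log2 fold changes of 1.23 (standard error 0.19, adjusted p = 9.3e-04) and 1.49 (standard error 0.19, adjusted p = 2.8e-04) from edgeR's quasi-likelihood test. ROQ1, on chromosome X from 146359 to 146673, had log2 fold changes of 1.10 (standard error 0.25, adjusted p = 0.0077) and 1.14 (standard error 0.25, adjusted p = 0.0069) from the same test. TCP1, on chromosome IV from 887232 to 888911, had 253 ± 4.12, 251 ± 8.35 and 264 ± 20.5 CPM in the control, Pro→Ala and Arg→Ser, with log2 fold changes of -0.013 (standard error 0.060, adjusted p = 0.89) and 0.061 (standard error 0.060, adjusted p = 0.48), which did not pass. Of 14 genes of the chaperonin TRiC and prefoldin, 1 rose and 1 fell in Pro→Ala, and 1 rose and 1 fell in Arg→Ser. The prefoldin gene PAC10 fell in both (-0.38 and -0.34, standard error 0.082 each). Of 25 cytosolic chaperones and heat shock proteins, 7 rose and 3 fell in Pro→Ala, and 12 rose and 1 fell in Arg→Ser (16 higher and 2 lower in Arg→Ser when adjusted over the list alone). The disaggregase gene HSP104 and the sorting factor gene BTN2 rose in both, with log2 fold changes of 0.51 and 1.03 (standard error 0.11 each), and of 0.88 and 1.64 (standard error 0.22 each), of which BTN2 in Pro→Ala was lost without control 16a (adjusted p = 0.055). In Arg→Ser, HSP42 was at 568, 396 and 759.5 CPM in libraries 5a, 6a and 7a. Of 9 mitochondrial chaperones, 1 rose and 1 fell in Pro→Ala and 2 rose in Arg→Ser, with HSP78 higher in both (0.83 and 1.10, standard error 0.15 each). Neither the mitochondrial list nor the TRiC list passed camera in either strain (adjusted p = 0.89 and 0.68, and 0.85 and 0.97). The chaperone list was higher in Arg→Ser (median 0.31, camera adjusted p = 1.4e-04; adjusted p = 0.52 with an estimated correlation) and did not pass in Pro→Ala (median 0.077, adjusted p = 0.27) except by DESeq2 on the 2 groups compared (adjusted p = 0.022, chosen after seeing the data), in a range of 0.022 to 0.58 over the alternatives. The list was higher in Arg→Ser than in Pro→Ala (median 0.27, adjusted p = 1.4e-04; adjusted p = 0.52 with an estimated correlation), with a median of 0.17 without library 7a.

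**Figure D4:**
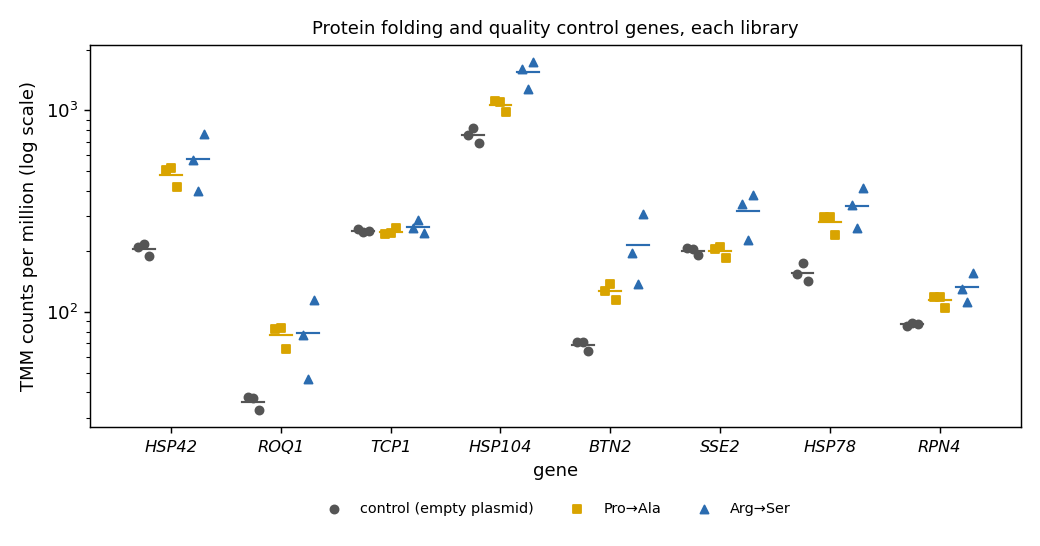
TMM CPM on a log scale for 8 genes of protein folding and quality control in the 3 libraries of each group, in the order 13a, 15a and 16a, then 2a, 3a and 4a, then 5a, 6a and 7a. Short lines are group means. HSP42 and ROQ1 lie above the controls in all mistranslating libraries, and TCP1 stays near the same level in all 9.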

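More than 2-fold lower in both strains were 5 genes, FET3, AAD15, GFD2, YOR338W and ALD6. FET3, the multicopper oxidase of high-affinity iron uptake, lies on chromosome XIII from 388822 to 390732 (build R64) and went from 123 ± 2.84 CPM in the control (mean ± SD, n = 3) to 56.8 ± 6.43 in Pro→Ala and 61.3 ± 5.34 in Arg→Ser. Its log2 fold changes were -1.12 (standard error 0.082, adjusted p = 1.2e-05) and -1.01 (standard error 0.082, adjusted p = 1.7e-05) from edgeR's quasi-likelihood test. ALD6, a cytosolic aldehyde dehydrogenase that makes acetate, lies on chromosome XVI from 432588 to 434090 and went from 279 ± 27.0 to 128 ± 15.7 and 105 ± 33.3 CPM. GFD2 on chromosome III from 59026 to 60726 and YOR338W on chromosome XV from 956898 to 957989, both poorly characterized, had log2 fold changes of -1.05 and -1.08 (standard error 0.11 each), and of -1.37 and -1.09 (standard error 0.12 each). AAD15, a putative aryl-alcohol dehydrogenase on chromosome XV from 1647 to 2078, had only 2.55 ± 0.662 CPM in the control and has a near-identical copy, so its fall (-1.70 and -1.48, standard errors 0.40 and 0.39) is uncertain. Its call in Arg→Ser was lost without control 13a, 15a or Arg→Ser 5a (adjusted p = 0.059, 0.055 and 0.056). FTR1, the permease that works with FET3, also fell in both strains (-0.33 and -0.93, standard errors 0.074 and 0.075). Of 20 iron uptake genes, 3 fell and 2 rose in Pro→Ala, and 4 fell and 3 rose in Arg→Ser. The iron list did not pass camera in either strain (adjusted p = 0.15 and 0.091), although in Arg→Ser it passed in the fit of the 2 groups compared (adjusted p = 0.044) and by DESeq2 on the 2 groups compared (0.033, chosen after seeing the data), and without Pro→Ala 4a or Arg→Ser 6a (adjusted p = 0.042 and 0.031, in a range of 0.031 to 0.18 over the alternatives), and in Pro→Ala by DESeq2 on the 2 groups compared (adjusted p = 0.049, chosen after seeing the data), in a range of 0.049 to 0.24. Of 5 AAD genes measured, AAD15 fell in each strain, and the list did not pass (camera adjusted p = 0.73 and 0.52). In the direct comparison of the strains, the adjusted p by edgeR was 0.42 for FET3, 0.79 for AAD15, 0.92 for GFD2, 0.14 for YOR338W and 0.36 for ALD6, so a difference was not shown.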

Five genes (*FET3, AAD15, GFD2, YOR338W*, and *ALD6*) were downregulated in both strains expressing mistranslating tRNA variants.

## Discussion

Mistranslation can generate many distinct substitutions that differ with regard to the amino acid (or stop codon) replaced and the amino acid that is inserted. Previously, we found that the frequency of mistranslation resulting from tRNA variant impacts the biological consequences with increasing frequencies of mistranslation having more severe effects (Berg *et al.* 2019b). Here, we show that two tRNA variants that mistranslate different codons with a frequency of ∼3% elicit different effects on growth, heat shock response and the transcriptome and have distinct sets of genetic interactions.

### Significance of the differing impacts of tRNA variants

tRNA variants with the potential to mistranslate are found in the human population (Berg *et al.* 2019a). Approximately 20% of all individuals have either an anticodon mutation in tRNA^Ser^ or tRNA^Ala^ or an acceptor stem mutation that generates a G3: U70 base pair, the major identity element for charging with alanine (Hou and Schimmel 1988; Francklyn and Schimmel 1989). The ability of mutations in other parts of the tRNA, such as the D-arm (Hirsh 1971), to alter decoding specificity suggests that more mistranslating variants may exist amongst the more than 600 human tRNA encoding genes. We hypothesize that mistranslating tRNAs are genetic modifiers of disease by increasing the level of proteotoxic stress. This increased stress could lead to the earlier onset and/or increased severity of diseases that have proteotoxic stress as their hallmark, including many neurodegenerative diseases, cardiomyopathies, and hearing loss (Willis and Patterson 2013; Labbadia and Morimoto 2015; McLendon and Robbins 2015; Jongkamonwiwat *et al.* 2020). In addition, mistranslating tRNA variants may also play a role in cancer by enhancing tumor growth, as demonstrated by Santos *et al.* (2018). In this framework, our results suggest that even for tRNA variants with a similar mistranslation frequency, their impact on the disease would differ based on the specific substitution. For example, because of the increased heat shock observed for ${\text{tRNA}}_{\text{UCU},G26A}^{\text{Ser}}$ (Arg→Ser), we expect ${\text{tRNA}}_{\text{UCU},G26A}^{\text{Ser}}$ to have a greater impact than ${\text{tRNA}}_{G3\text{:}U70}^{\text{Pro}}$ (Pro→Ala). Moreover, given that diseases often result from one genetic change or a polygenic mix of genetic changes, the finding that mistranslating tRNAs show unique patterns of negative synergy with specific genes is a strong indication that tRNA variants could act as genetic modifiers of distinct diseases. The synergy between a tRNA variant and a cellular mutation can act in either direction. Most commonly the mistranslating tRNA will alter the severity of a mutation in another gene. However, if a gene regulates tRNA expression or function, its mutation could change the impact of the mistranslating tRNA variant.

### Factors affecting the impact of mistranslating tRNAs

Before addressing what alters the impact of a mistranslating tRNA, it is important to consider how proteome-wide mistranslation could affect a cell. First, as indicated above, mistranslation results in protein misfolding and aggregation that in turn give rise to proteotoxic stress. On its own, this will impact cell function. Second, decreased expression of individual cellular proteins often has a phenotypic consequence (Breslow *et al.* 2008). Mistranslation acts at the proteome level to decrease the amount of each protein that is functional, effectively creating hypomorphs. Global mistranslation may exaggerate the effect because of the potential that multiple genes in a pathway as well as those in redundant pathways can be compromised.

Given equal frequencies of substitution, the relative impact of two mistranslating tRNAs is determined by a number of factors. The first to consider is the absolute number of amino acid changes. Variants that mistranslate amino acids found more abundantly in the proteome have more targets for misincorporations and thus a greater probability of inducing protein unfolding and/or affecting a hypomorphic gene. In addition, amino acid composition varies from protein to protein. Therefore, each mistranslating tRNA has the potential to impact a different subset of proteins, whose amino acid composition and level of expression differ. The combination of these factors makes predicting the absolute number of amino acid substitutions difficult, especially since protein expression depends on environmental conditions (Navarrete-Perea *et al.* 2021). Furthermore, the structural context of the target amino acid is dependent on the individual protein, thus mistranslation affects stability and function in a protein-specific manner.

The properties of the amino acids being substituted are the second major factor affecting the impact of proteome-wide mistranslation. In theory, more chemically diverse substitutions should have more profound effects on protein structure and function. In fact, the genetic code is predicted to have evolved by minimizing the impact of mutations on the resulting change in these properties (Koonin and Novozhilov 2017). Woese *et al.* (1966) proposed the polar requirement (PR) scale for the relatedness of amino acids. The PR scale is based on the solubility of each amino acid in pyridine: proline, alanine, serine, and arginine score 6.6, 7.0, 7.5, and 9.1, respectively. For mistranslating tRNAs, the substitution would be expected to be less severe if the amino acids are close on the PR scale. Fitting with this we see less impact for Pro→Ala than Arg→Ser. The distinct biochemical properties of each amino acid may also confer special functions to a protein that are lost or gained upon substitution; for example, the phosphorylation of serine and the prevalence of arginine in nuclear localization signals. We considered substitution matrices as another way to evaluate the impact of mistranslation. Substitution matrices describe the likelihood that one amino acid would be substituted for another over evolutionary time. Point accepted mutation (PAM) matrices extrapolate from alignments of closely related sequences (Dayhoff and Eck 1968), whereas blocks substitution matrix (BLOSUM) reflects changes found in more distantly related proteins (Henikoff and Henikoff 2000). We found that the substitution scores in these matrices do not match the magnitude of biological effect seen for the substitutions tested here. This may be because the matrices are compiled from evolutionarily related protein sequences where certain substitutions are less likely to occur because of genetic code constraints, rather than functional properties of the protein.

We note that we have restricted our discussion to the roles of tRNAs in translation. In mammalian cells, tRNAs regulate many processes, either as intact molecules or fragments (reviewed in Berg and Brandl 2021). It is possible that mistranslating tRNA variants affect biological processes in a translation independent manner.

### Mistranslating alanine at proline codons with ${\text{tRNA}}_{G3\text{:}U70}^{\text{Pro}}$

We first identified alleles encoding ${\text{tRNA}}_{G3\text{:}U70}^{\text{Pro}}$ (Pro→Ala) as spontaneous suppressors of a conditional *tti2-L187P* allele (Hoffman *et al.* 2017). The suppressor tRNA inserts alanine at the proline codon at position 187 in *tti2*, which restores nearly full function to Tti2. Mistranslation is due to a single base change of C70 to T in a ${\text{tRNA}}_{\text{UGG}}^{\text{Pro}}$ encoding gene. In the *tti2*-based selection, we identified four independent ${\text{tRNA}}_{\text{UGG}}^{\text{Pro}}$ genes with this mutation and estimate that it occurs at a frequency of approximately 10^−6^ in yeast populations. tRNAs with G3: C70 base pairs, a single mutation removed from creating the major G3: U70 alanine identity element, are found in bacteria, archaea, and yeast species, but are rare in eukaryotes other than yeast (Berg *et al.* 2018). ${\text{tRNA}}_{G3\text{:}U70}^{\text{Lys}}$ variants have been isolated from *E. coli* (see Prather *et al.* 1984). Combined with the prevalence of ${\text{tRNA}}_{G3\text{:}U70}^{\text{Pro}}$ in yeast populations, these findings suggest that in single cell organisms the ability to mistranslate codons as alanine may provide an advantage to the population. The absence of G3: C70 in most eukaryotic tRNAs suggests that the mistranslation resulting from a change to U70 would be deleterious for these species.

In summary, mistranslating tRNAs impact cells in ways that are specific to the type of mistranslation. The consequences of these mistranslating tRNAs will in turn depend upon the genotype of the organism and the environment. It will be important to consider these differences when analyzing tRNAs as genetic modifiers of disease.

## Data availability

Strains and plasmids are available upon request. The authors affirm that all data necessary for confirming the conclusions of the article are present within the article, figures, and supplementary material. Supplementary files are available at figshare: https://doi.org/10.25387/g3.14580009. Supplementary File S1 contains all supplementary tables and figures. Supplementary File S2 contains raw and validated SGA data. Supplementary File S3 contains R code used to analyze mass spectrometry and RNA sequencing count data. The gene expression data from the RNA sequencing analysis have been deposited in NCBI’s Gene Expression Omnibus (Edgar *et al.* 2002) and are accessible through GEO Series accession number GSE174145. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE (Perez-Riverol *et al.* 2019) partner repository with the dataset identifier PXD025934.

How the deposited data were processed for this re-analysis (not part of the article)

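RNA-seq counts of 9 yeast libraries were analysed: 3 of the control strain, 3 of the Pro→Ala strain and 3 of the Arg→Ser strain. The paper calls each of the 3 libraries of a strain a biological replicate. Replicate names are not shared between groups, so no pairing or block was used. Growth, heat shock reporter, genetic interaction and mass spectrometry data were not analysed here, nor was the paper's supplementary table of fold changes.

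The authors trimmed the reads, aligned them with STAR 2.5.4b to build R64-2-1 and counted uniquely mapping reads over coding sequences with featureCounts 1.6.0, without a strand option. The deposited counts are raw, with 1 column for read pairs and 1 for reads whose mate was lost in trimming, and both were added for each gene and library. The deposited normalized signal of each library equals this sum divided by 1 size factor per library (the authors used DESeq2 1.26.0), checked on the values. The count table has 6692 entries, of which 6691 carry a gene name. The entry without a name holds 0.0367% to 0.0523% of a library's counts and was left out of the tests. Gene identifiers were matched to the R64 reference annotation: 6008 were found there, 6003 of them with the same coordinates, and the 683 others hold 0.158% of the counts. Because no strand option was set, the 1054 genes that overlap a gene on the other strand share reads with it to an unknown extent.

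Library totals ran from 25803718 to 40563213. A gene with 3 counts in a library lies at 0.0740 to 0.116 CPM, which is the upper limit that 0 counts allow, from counting error alone. Between libraries of 1 group, the chi-square per degree of freedom of the counts ran from 8.00 to 113, above the value of 1 that counting noise gives. The groups therefore hold no copies of 1 library, and over all genes together the replicates differ by more than counting noise. Whether spread or depth limits most calls was not tested.

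Counts were analysed in R 4.3.3 with edgeR 4.0.16: filterByExpr by group, TMM scaling, and quasi-likelihood fits of 1 mean per condition over all 9 libraries, for 6180 genes. Each strain was compared with the control, and Arg→Ser with Pro→Ala. Genes were called at a Benjamini-Hochberg adjusted p of 0.05 or less, and a more than 2-fold change required a fitted log2 fold change above 1 in size. The standard error of a log2 fold change is its size divided by the root of the F statistic. It rests on a spread shared by all groups, so it may be too small for Arg→Ser, whose libraries varied more. CPM are counts scaled to a common library total with TMM, and the fit used a prior count of 0.125. Principal components were computed from centered log ratios of counts plus 0.5. Gene lists (39 of them) were tested with camera from limma 3.58.1 at a preset correlation of 0.01, adjusted over 117 tests, beside camera with an estimated correlation and fry. A total of 3 list names had no single match (FEN1, AAD6 and AAD16) and were left out. The search for near-identical coding sequences, the tables of samples and the figures used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

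The fit was tested on simulated counts drawn from the means, dispersions and library totals of the data, with 200 of the genes changed. For Pro→Ala, 59 of 67 genes changed 1.5-fold, 64 of 67 changed 2-fold and 66 of 66 changed 4-fold were called, with 12 false calls among 201. For Arg→Ser these were 60 of 67, 67 of 67 and 66 of 66, with 12 false calls among 205. For Arg→Ser against Pro→Ala they were 54 of 67, 65 of 67 and 65 of 66, with 14 false calls among 198. The simulated groups shared the dispersion of each gene. In the data the chi-square per degree of freedom, which also grows with the counts, was 42.7 to 113 within Arg→Ser. Within the control it was 8.00 to 11.6. The rates for Arg→Ser and between the strains therefore cannot show recovery or false calls at the spread of the Arg→Ser libraries. In a simulation where the ribosome biogenesis list alone was lowered 1.3-fold, camera called it lower and called no other of the 39 lists. Genes were drawn independently there, so members of a list did not move together. The run therefore cannot show how often camera calls false lists where they do.

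The main tests, the gene lists, the alternatives and the rule for naming genes were written before the data were examined, after the paper and its figures were read. The rule names every gene that the paper names in its transcriptome text or labels in Figure 4D or 4E, the 10 genes with the largest rise and the 10 with the largest fall in each strain among called genes whose libraries lie apart from all controls, the 6 and 6 chosen the same way between the strains, up to 4 of the most changed called members of each list, and the marker and mating type genes. The lists cover storage carbohydrates (named by the paper, and others), chaperones of the cytosol and of mitochondria, TRiC and prefoldin, endoplasmic reticulum folding and targeting, proteasome subunits and assembly, ubiquitin, autophagy, general stress, ribosome biogenesis, RNA polymerases I and III, ribosomal proteins of the cytosol and of mitochondria, respiration, DNA replication, cyclins, histones, septins, RNA polymerase II and Mediator, the nuclear pore, purines, arginine, methionine, other amino acids, fatty and citric acid enzymes, aminoacyl-tRNA synthetases, iron uptake, hexose transport, glyoxylate and beta oxidation, oxidative stress, drug resistance, the AAD family, COS and PAU families, MATa, MATα and meiosis. Alternatives were RLE size factors, no filter on low counts, DESeq2 1.42.0, a fit of the 2 groups compared only, thinning to the smallest total, limma on the deposited normalized signal, leaving out each library, and glmTreat against 2-fold. DESeq2 on the 2 groups compared and a count of read pairs alone were added after seeing the data.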

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

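The correlations and chi-square distances of library 7a to single libraries, its chaperone median and the tests of a mixture, of glucose exhaustion and of slower growth, and the comparison between the strains of genes near chromosome ends, were chosen only after the result was seen.

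Genes that differed between the strains in the direct test (log2 fold change in Arg→Ser relative to Pro→Ala, edgeR's quasi-likelihood test, standard error and adjusted p in that order) were GCV2 at 2.25 (0.37, 0.0056), HSP12 at 1.77 (0.28, 0.0050), GCV1 at 1.66 (0.30, 0.0087), MET6 at 1.63 (0.35, 0.018), THI20 at -1.28 (0.22, 0.0068) and the plasmid gene URA3 at -0.56 (0.13, 0.027). The others were YGL262W at 1.59 and COS4, which has near-identical copies, at 1.66, both within 20000 bases of a chromosome end, ULI1 at -1.41, YBR200W-A at -1.45, YOR293C-A at -1.40, and YGR219W and YER148W-A, which overlap other genes, at -1.44 and -2.33. The call was lost for MET6 without Pro→Ala 2a or 3a (adjusted p = 0.066 and 0.075) and in the fit of the 2 groups compared (0.072), for URA3 without control 15a, Pro→Ala 2a, 3a, 4a or Arg→Ser 5a (0.052, 0.081, 0.083, 0.061 and 0.096) and in the fit of the 2 groups compared (0.069), for YGL262W without Pro→Ala 2a, 3a, 4a or Arg→Ser 5a (0.097, 0.072, 0.051 and 0.12), in the fit of the 2 groups compared (0.068) and with all libraries thinned (0.051), for COS4 without Pro→Ala 2a, 4a or Arg→Ser 5a (0.073, 0.064 and 0.056) and in the fit of the 2 groups compared (0.064), for ULI1 without Pro→Ala 2a, 3a or Arg→Ser 5a (0.051, 0.061 and 0.072) and in the fit of the 2 groups compared (0.063), for YBR200W-A without control 13a, 15a, 16a, Pro→Ala 2a, 3a, 4a or Arg→Ser 5a (0.066, 0.064, 0.063, 0.10, 0.11, 0.059 and 0.15), by DESeq2 on all 9 libraries (0.055), in the fit of the 2 groups compared (0.11) and by DESeq2 on the 2 groups compared (0.16, chosen after seeing the data), for YOR293C-A without Pro→Ala 3a or Arg→Ser 5a (0.097 and 0.068) and in the fit of the 2 groups compared (0.073) and for YGR219W without Pro→Ala 2a or Arg→Ser 5a (0.055 and 0.061). Without 6a the value for MET6 was 0.96, and without 7a that for YBR200W-A was -2.27. In YBR200W-A the CPM were 7.80 ± 1.05 in Pro→Ala and 2.86 ± 2.32 in Arg→Ser, and in YOR293C-A 1.13 ± 0.306 and 0.417 ± 0.177.

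Gene lists that differed between the strains by camera, given as the median log2 fold change in Arg→Ser relative to Pro→Ala, were higher for purine synthesis (0.55), chaperones (0.27), arginine synthesis (0.23), general stress (0.20), drug resistance (0.19), other storage carbohydrate genes (0.17), septins and cytokinesis (0.17), COS and PAU families (0.15), other amino acid synthesis (0.14), DNA replication (0.13), cyclins (0.11) and fatty acid and citric acid enzymes (0.044). They were lower for endoplasmic reticulum folding (-0.38), respiration (-0.25), autophagy (-0.10), mitochondrial ribosomal proteins (-0.083) and protein targeting to the endoplasmic reticulum (-0.061). With an estimated correlation the adjusted p of these lists ran from 0.17 to 0.78, so none passed. The call ended for respiration without library 6a (median -0.082), for other storage genes without 4a or 7a (0.11 and 0.16), for fatty acid and citric acid enzymes without 4a or 5a (0.043 and 0.076), and for COS and PAU without 2a or 7a (0.10 and 0.11). The COS and PAU call (camera adjusted p = 0.048; adjusted p = 0.48 with an estimated correlation) also ended by DESeq2 on all 9 libraries (adjusted p = 0.12), by limma on the normalized values (0.084) and by DESeq2 on the 2 groups compared (0.096, chosen after seeing the data), in a range of 0.0039 to 0.29 over the alternatives. The median moved by more than 1.5 times for endoplasmic reticulum folding without 6a (-0.23), chaperones without 7a (0.17), autophagy without 7a (-0.17), general stress without 4a (0.13), septins without 6a or 7a (0.089 and 0.26), purine synthesis without 6a (0.35), other amino acid synthesis without 6a (0.086), mitochondrial ribosomal proteins without 3a, 5a or 6a (-0.055, -0.038 and -0.13), fatty acid and citric acid enzymes without 6a or 7a (0.089 and 0.079), and respiration without 7a (-0.42).

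Other lists that passed camera relative to the control were autophagy in Pro→Ala (median log2 fold change 0.19), arginine synthesis in Pro→Ala (-0.24), drug resistance in Pro→Ala (-0.13), meiosis and sporulation genes in Pro→Ala (0.11), respiration in Arg→Ser (-0.26), methionine, cysteine and sulfate assimilation in Arg→Ser (0.14) and hexose transport in Arg→Ser (0.25). With an estimated correlation their adjusted p ran from 0.34 to 0.84, so none passed. The calls ended for respiration without library 6a (-0.084), for meiosis without 4a (0.12) and for methionine without 4a or 6a (0.14 and 0.11). That for methionine also ended by DESeq2 on all 9 libraries (adjusted p = 0.062), in the fit of the 2 groups compared (0.053), by limma on the normalized values (0.052) and by DESeq2 on the 2 groups compared (0.080, chosen after seeing the data), in a range of 0.018 to 0.080 over the alternatives. The median for respiration was -0.44 without 7a and that for meiosis 0.21 without control 16a.

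By mean correlation, Arg→Ser library 7a lay nearer to the Pro→Ala libraries than 5a and 6a did. Library 6a also stood apart: 7a correlated with 5a at 0.9957 and with 6a at 0.9906, and 5a with 6a at 0.9954. By chi-square per degree of freedom, 5a lay no nearer to 6a (45.8) than to 7a (42.7). The mean correlation of 7a with 5a and 6a was therefore lowered by 6a. The 1441 genes used below were called with 5a and 6a alone as Arg→Ser. A wrong label stays open: 7a lay on the Arg→Ser side for 35.3% of 1441 genes that differ between the strains without it, between the bounds of 10% (as a Pro→Ala library would) and 50%, so the possibilities cannot be told apart: 7a correlated more with 5a (0.9957 on log CPM) than with any Pro→Ala library (0.9946 at most, where the lowest between a pair of Pro→Ala libraries was 0.9960), and its chaperone list median relative to the control mean (0.36) was near that of 5a (0.38) and above those of Pro→Ala (0.052 to 0.10), while by chi-square per degree of freedom it lay nearer to Pro→Ala 2a and 3a (32.4 and 38.2) than to 5a and 6a (42.7 and 113), with 43.4 to 4a. By the same chi-square measure the Pro→Ala libraries lay 8.18, 16.8 and 23.2 from each other, nearer than 7a lay to any of them. That measure also grows with the counts, and 5a had the largest total. Depth is argued against by thinning all libraries to the smallest total. The mean correlation of 7a with Pro→Ala then still exceeded that with 5a and 6a by 0.00119. A mixture of RNA from both strains stays open: 13 genes placed 7a over 1.3-fold outside the range of the other mistranslating libraries, against 1, 3 and 17 for Pro→Ala 2a, 3a and 4a and 2 and 157 for 5a and 6a, so it was above 3 of these libraries, where a mixture would be above none, and below the highest of Pro→Ala. A difference between the Arg→Ser cultures in the strength of mistranslation stays open as untested, beside URA3 CPM of 269.8, 216 and 329.5 in 5a, 6a and 7a.

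By camera, storage carbohydrate and general stress lists were higher and the ribosome biogenesis list lower in both strains, and none passed with an estimated correlation (adjusted p = 0.071 in each strain for storage, 0.52 and 0.39 for stress and 0.63 in each for ribosome biogenesis). The storage list holds genes that the paper chose on these same samples. Transcripts of cytosolic ribosomal proteins did not fall with ribosome biogenesis, as the lower median of that list over the strains was 0.0072. Subunit genes of RNA polymerases I and III did fall, 8 of 19 in each strain. A general fall of ribosome production with slower growth stays open, because the rule for this test was written after the medians were seen. Glucose nearer to exhaustion at harvest stays open, because the lists read for it went different ways. The higher median log2 fold change of the respiratory chain list over the strains was -0.035. Within Arg→Ser the median of that list relative to the control mean ran from -0.68 in 6a to 0.058 in 7a. The glyoxylate, gluconeogenesis and beta oxidation list had medians of 0.16 in Pro→Ala and 0.14 in Arg→Ser. The hexose transport and glucose-repressed sugar list had medians of 0.15 and 0.25 over members that moved both ways. Of these, 8 rose and 3 fell in Pro→Ala, and 10 rose and 3 fell in Arg→Ser. HXT1 and MIG2 were among those that fell in both strains, and HXT4, HXT6 and MTH1 among those that rose. The list was not divided by whether glucose raises or lowers its members, so members that moved opposite ways need not conflict. Its median is therefore not read for or against this explanation. A response to mistranslation, which the design names, stays open beside these explanations as untested.

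The 217 genes within 20000 bases of a chromosome end had a median log2 fold change of -0.049 in Pro→Ala, where 35 fell and 18 rose, and of 0.091 in Arg→Ser, where 12 fell and 24 rose. Low counts are argued against for the Pro→Ala median, because 0% of 1000 random lists with matched CPM had a median as low. Reads lost or misplaced among multi-copy families stay open for it, as only uniquely mapping reads were counted. The 116 single-copy genes near the ends had a median of 0.0025, and 26.7% of matched lists were as low. In Arg→Ser relative to Pro→Ala, the median of all 217 genes was 0.15 (35 higher and 2 lower). The single-copy genes had a median of 0.070 in that comparison (18 higher and 2 lower), where the highest of 1000 matched lists reached 0.067. Reads lost or misplaced among copies therefore do not cover all of the difference between the strains. They may account for the larger value over all genes near the ends, which was not tested. A difference in mistranslation between the strains, which the design names, stays open as untested.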

How the results depend on the processing

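DESeq2 on the 2 groups compared and the count of read pairs alone were chosen after seeing the data; the other alternatives were planned. Across all alternatives, with each result counted once per setting, 261 counts, shares and correlations stayed near their values and 43 moved. Of the list results counted the same way, 1921 stayed on their side of the threshold, 26 lost a call and 42 gained 1. No called list changed direction in these settings, and lists that passed in neither fit were counted as unchanged whatever their direction. RLE size factors, no filter, DESeq2 on all 9 libraries, thinning, limma on the normalized signal and read pairs alone moved none of the counts of genes by more than 1.5 times. DESeq2 on all 9 libraries shared 97.3% of the calls in Pro→Ala, 96.9% in Arg→Ser and 98.7% between the strains. With the fit limited to the 2 groups compared, 151 genes were higher and 39 lower in Arg→Ser than in Pro→Ala, and this fit shared 27.6% of the main calls. Against the control the same fit called 2649 genes in Pro→Ala, where the main fit called 2009, and 1569 in Arg→Ser, where the main fit called 1808. The main fit shares its estimate of the spread over all groups. The chi-square per degree of freedom, which also grows with the counts, was 8.00 to 11.6 within the control. It was 8.18 to 23.2 within Pro→Ala and 42.7 to 113 within Arg→Ser. Main p-values for Arg→Ser and between the strains may therefore be too small. DESeq2 on the 2 groups compared called 583 between the strains and shared 80.3% of the main calls. Tested against a 2-fold change, which asks for more than a fitted value past 2-fold, 9 genes were higher and 0 lower in Pro→Ala, 13 and 1 in Arg→Ser, and 8 and 0 in both (glmTreat; at an unadjusted p of 0.05, 14 were lower in Pro→Ala and 1 in both).

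The first component held 30.8% of the variance with a pseudocount of 1, 39.8% with filtered genes and 35.9% with unit variance, and the second 27.4% with filtered genes and 24.3% with unit variance. With 1 library left out at a time, which leaves 2 in its group, the ranges were 592 to 1185 genes higher and 682 to 1230 lower in Pro→Ala, 599 to 984 higher and 566 to 999 lower in Arg→Ser, 1729 to 3123 changed in at least 1 strain, 353 to 654 higher in both, 164 to 761 higher and 41 to 680 lower in Arg→Ser than in Pro→Ala, 25.6 to 32.4% on the first component and 17.0 to 23.4% on the second, and 0.549 to 0.726 for the correlation across genes. The lowest counts came without control 16a, except those of genes lower in Pro→Ala and higher in Arg→Ser than in Pro→Ala (without Pro→Ala 3a) and lower in Arg→Ser than in Pro→Ala (without Arg→Ser 5a), and the highest between the strains came without Arg→Ser 7a. The cause was not tested.

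With an estimated correlation in camera, no list passed the threshold (adjusted p = 0.0709 for the storage genes named by the paper in each strain, 0.631 for the proteasome and ribosome biogenesis in each, 0.520 and 0.386 for general stress in Pro→Ala and Arg→Ser, 0.840 and 0.640 for mitochondrial ribosomal proteins, 0.457 and 0.611 for DNA replication in Pro→Ala and between the strains, 0.457 and 0.579 for cyclins, 0.611 for septins in Pro→Ala, 0.520 for chaperones in Arg→Ser, 0.633 and 0.476 for purine synthesis in Arg→Ser and between the strains, and 0.457 for protein targeting between the strains). Fry lost 10 of camera's list calls and gained 13. By fry, protein targeting passed in Pro→Ala (0.0282), and mitochondrial ribosomal proteins in Pro→Ala (0.239) and purine synthesis in Arg→Ser (0.0558) did not. Respiration did not pass by fry in Arg→Ser (0.26) or between the strains (0.31). Between the strains fry also lost endoplasmic reticulum folding (0.053), other storage genes (0.056), septins (0.059), other amino acid synthesis (0.061), autophagy (0.091) and mitochondrial ribosomal proteins (0.24). Storage genes named by the paper, which were chosen on these same samples, passed by fry in each strain (2.5e-04). Chaperones passed in Pro→Ala under DESeq2 on the 2 groups compared (median 0.076, 0.022). The median for mitochondrial ribosomal proteins in Pro→Ala ran from -0.13 to -0.054 with 1 library left out. No paired analysis was possible because the groups share no replicate names.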

Differences from the paper's values

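For genes more than 2-fold lower in Arg→Ser, at the paper's threshold of 0.05, the paper gives 71 and the counts here give 10. None of the alternatives set before the data were examined reached it: they gave from 8 to 14, and 1 when tested against a 2-fold change. DESeq2 on the 2 groups compared, chosen after seeing the values, gave 10.

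For genes higher in Pro→Ala and not in Arg→Ser, the paper gives about 650 in Fig. 4C, read by eye, and the count here is 402. Of the alternatives set before the data were examined, the fit of the 2 groups compared (748) and those without Arg→Ser 6a (531) or 7a (610) came within 1.5 times of it, and the other 12 did not. For genes lower in Pro→Ala and not in Arg→Ser, the paper gives about 740 in Fig. 4C, read by eye, and the count here is 470. The fit of the 2 groups compared (740) and those without Arg→Ser 5a (507), 6a (521) or 7a (690) came within 1.5 times, and the other 11 did not. For genes lower in Arg→Ser and not in Pro→Ala, the paper gives about 160 in Fig. 4C, read by eye, and the count here is 300. The fit of the 2 groups compared (201) and those without control 13a (199), 15a (230) or 16a (186), or without Arg→Ser 5a (157), came within 1.5 times, and the other 10 did not. DESeq2 on the 2 groups compared, chosen after seeing the values, gave 657, 741 and 165 for these 3 counts, and of the 18 genes that the paper names as changed in both strains it drops 1, TCP1, as the main test also does.

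The paper states that TCP1 rose in both strains. Here its log2 fold changes were -0.013 and 0.061 (standard error 0.060 each), with adjusted p of 0.89 and 0.48 by edgeR, and none of the 15 alternatives set before the data were examined called it in both strains, nor did DESeq2 on the 2 groups compared, which was chosen after seeing the values. The other 17 genes that the paper names as changed in both strains had the direction it states. The paper names responses to stress among the groups that fell in Pro→Ala, whereas 21 of 28 general stress genes rose there and 3 fell; HSP12, YGP1 and NQM1 did fall. It names responses to chemicals among the groups that rose in Pro→Ala. There, of 11 drug resistance genes 5 fell and 1 rose, and of 15 oxidative stress genes 3 rose and 2 fell. The paper's groups are wider than these lists. YKL147C and YPL250W-A, labelled in Fig. 4D, were below the filter on low counts and have no test here.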

Other observations

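Of 31 autophagy genes, 13 rose and 18 did not pass in Pro→Ala (18 higher when adjusted over the list alone), while 8 rose and 1 fell in Arg→Ser. The list passed camera in Pro→Ala (adjusted p = 3.5e-04; adjusted p = 0.58 with an estimated correlation) and not in Arg→Ser (adjusted p = 0.16). ATG8, the ubiquitin-like protein of the autophagosome, had log2 fold changes of 0.66 and 0.49 (standard error 0.11 each), and ATG39, a receptor for autophagy of the nuclear envelope, 0.65 and 0.90 (standard error 0.13 each). Of 21 hexose transport and glucose-repressed sugar genes, 8 rose and 3 fell in Pro→Ala and 10 rose and 3 fell in Arg→Ser (12 higher and 3 lower when adjusted over the list alone). HXT1, the low-affinity glucose transporter, fell in both strains (-0.99 and -0.53, standard error 0.16 each; the call in Arg→Ser was lost without control 13a, 15a, 16a, Arg→Ser 5a or 7a (adjusted p = 0.087, 0.0504, 0.067, 0.082 and 0.054)), while HXT4 and MTH1, a regulator of glucose sensing, rose (0.60 and 0.83, standard error 0.078 each, and 0.79 and 0.85, standard error 0.065 each). The list passed in Arg→Ser (camera adjusted p = 0.0090; adjusted p = 0.39 with an estimated correlation) and in Pro→Ala (adjusted p = 0.070) only without Pro→Ala 4a (adjusted p = 0.022, in a range of 0.022 to 0.12 over the alternatives) and under DESeq2 on the 2 groups compared (0.043, chosen after seeing the data). SAM1, S-adenosylmethionine synthetase, rose in Arg→Ser (log2 fold change 1.29, standard error 0.19), within a methionine list that passed there (camera adjusted p = 0.043, range 0.018 to 0.080 over the alternatives; adjusted p = 0.52 with an estimated correlation), a call that ended by DESeq2 on all 9 libraries (0.062), in the fit of the 2 groups compared (0.053), by limma on the normalized values (0.052) and by DESeq2 on the 2 groups compared (0.080, chosen after seeing the data) and without Pro→Ala 4a or Arg→Ser 6a (adjusted p = 0.064 and 0.079, in a range of 0.018 to 0.080 over the alternatives). CYC1, the main isoform of cytochrome c, fell in both strains (-0.44 and -0.83, standard error 0.081 each).

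Of 37 respiration genes, 3 fell in Arg→Ser (1 lower when adjusted over the list alone), where the list passed camera (adjusted p = 0.0032; adjusted p = 0.84 with an estimated correlation), and the call ended without library 6a (0.25, in a range of 1.9e-09 to 0.25). Of 20 genes of endoplasmic reticulum folding, 2 rose in Pro→Ala, 2 fell in Arg→Ser and 3 were lower in Arg→Ser than in Pro→Ala (1, 1 and 14 when adjusted over the list alone). Against the control the folding list did not pass with all libraries (camera adjusted p = 0.12 and 0.13). It passed as higher in Pro→Ala in the fit of the 2 groups compared (adjusted p = 0.0018) and by DESeq2 on the 2 groups compared (2.8e-04, chosen after seeing the data), and without Arg→Ser 6a or 7a (adjusted p = 0.016 and 0.036, in a range of 2.8e-04 to 0.23 over the alternatives), and as lower in Arg→Ser without Arg→Ser 7a (adjusted p = 3.6e-04, in a range of 3.6e-04 to 0.68 over the alternatives), where its median was -0.28 against -0.12. Of 9 core histone genes, 3 fell in Pro→Ala and 2 fell in Arg→Ser (3 and 4 when adjusted over the list alone; adjusted p = 0.24 and 0.25 by camera), and the list passed in Pro→Ala only by DESeq2 on the 2 groups compared (adjusted p = 0.043, chosen after seeing the data), in a range of 0.043 to 0.38 over the alternatives. Of 21 genes of the glyoxylate cycle, gluconeogenesis and beta oxidation, 6 rose in Pro→Ala and 2 rose in Arg→Ser (6 and 1 when adjusted over the list alone; camera adjusted p = 0.069 and 0.085), and in Pro→Ala the list passed in the fit of the 2 groups compared (0.041) and by DESeq2 on the 2 groups compared (0.033, chosen after seeing the data), and without control 13a, Pro→Ala 3a or Arg→Ser 7a (adjusted p = 0.0495, 0.044 and 0.036, in a range of 0.033 to 0.11 over the alternatives), with the transcription factor gene ADR1 higher in Pro→Ala (0.71, standard error 0.14). Of 14 measured meiosis genes, 3 rose in Pro→Ala and 2 rose in Arg→Ser (3 and 1 when adjusted over the list alone; camera adjusted p = 0.025 and 0.19; adjusted p = 0.48 in Pro→Ala with an estimated correlation), with SPO11 higher in both (0.77 and 0.59, standard error 0.058 each). Of 25 COS and PAU genes, many of them with near-identical copies, 3 rose and 2 fell in Pro→Ala and 2 rose and 1 fell in Arg→Ser (adjusted p = 0.91 and 0.26). Of 21 aminoacyl-tRNA synthetase genes, 3 rose in Arg→Ser, calls of which none held when adjusted over the list alone (camera adjusted p = 0.18, and 0.90 in Pro→Ala). The fatty acid and citric acid list did not pass against the control (adjusted p = 0.19 and 0.96), nor did arginine synthesis in Arg→Ser (0.94), while in Pro→Ala arginine synthesis did (camera adjusted p = 0.023; adjusted p = 0.48 with an estimated correlation).

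A hypothesis that transcript levels follow the codons that are mistranslated was tested on 6180 genes, which are not independent replicates. If so, the log2 fold change in Arg→Ser might follow the share of AGA codons more closely than that in Pro→Ala does: Spearman's rho was -0.0439 and -0.0339, and the sizes differed by 0.0100. For CCA codons, rho was -0.00843 in Pro→Ala and 0.0831 in Arg→Ser, and the size in Pro→Ala minus that in Arg→Ser was -0.0746. Neither difference reached the 0.1 set for such a relation.

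The 6 libraries of each comparison were also divided into 3 and 3 in all 10 ways. The real division called 2009 genes for Pro→Ala against control, 1808 for Arg→Ser against control and 684 for Arg→Ser against Pro→Ala, and the highest of the others called 0, 0 and 0 by edgeR. In each, 1 division, the real one, gave as many genes, and 10 divisions are too few for a share under 0.05. Each other division mixes both groups, so a difference between the groups adds to its spread. Few calls there follow from the design, and the 0 values are no added support.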
